# Control of Paneth cell function by HuR regulates gut mucosal growth by altering stem cell activity

**DOI:** 10.26508/lsa.202302152

**Published:** 2023-09-11

**Authors:** Lan Xiao, Bridgette Warner, Caroline G Mallard, Hee K Chung, Amol Shetty, Christine A Brantner, Jaladanki N Rao, Gregory S Yochum, Walter A Koltun, Kathleen B To, Douglas J Turner, Myriam Gorospe, Jian-Ying Wang

## Abstract

Rapid self-renewal of the intestinal epithelium requires the activity of intestinal stem cells (ISCs) that are intermingled with Paneth cells (PCs) at the crypt base. PCs provide multiple secreted and surface-bound niche signals and play an important role in the regulation of ISC proliferation. Here, we show that control of PC function by RNA-binding protein HuR via mitochondria affects intestinal mucosal growth by altering ISC activity. Targeted deletion of HuR in mice disrupted PC gene expression profiles, reduced PC-derived niche factors, and impaired ISC function, leading to inhibited renewal of the intestinal epithelium. Human intestinal mucosa from patients with critical surgical disorders exhibited decreased levels of tissue HuR and PC/ISC niche dysfunction, along with disrupted mucosal growth. HuR deletion led to mitochondrial impairment by decreasing the levels of several mitochondrial-associated proteins including prohibitin 1 (PHB1) in the intestinal epithelium, whereas HuR enhanced PHB1 expression by preventing microRNA-195 binding to the *Phb1* mRNA. These results indicate that HuR is essential for maintaining the integrity of the PC/ISC niche and highlight a novel role for a defective PC/ISC niche in the pathogenesis of intestinal mucosa atrophy.

## Abstract (precis)

HuR stimulates the activity of intestinal stem cells by enhancing Paneth cell function via activation of mitochondrial metabolism, thus promoting renewal of the intestinal mucosa.

## Introduction

The maintenance of homeostasis in the gut epithelium is a complex process that requires epithelial cells to rapidly alter gene expression patterns to regulate cell survival, proliferation, migration, differentiation, and cell-to-cell interaction (Xian et al, 2017; Borrelli et al, 2021; Yang et al, 2021). This homeostasis is disrupted in different situations, including surgical patients who undergo massive gastrointestinal surgical resection and are then supported with total parenteral nutrition. The disrupted renewal of the intestinal epithelium in critically ill patients impairs mucosal adaptation and causes gut barrier dysfunction, which can then lead to the translocation of luminal toxic substances and bacteria to the bloodstream, sepsis, and, in some instances, multiple organ dysfunction syndrome and death (Carter et al, 2013; Kumar et al, 2020). Effective therapies to preserve the integrity of the intestinal epithelium in patients with critical surgical illnesses are limited, as the mechanisms that regulate gut mucosal renewal in stressful environments are poorly understood.

The dynamic turnover rate of the human small intestinal epithelium, which undergoes ∼10^11^ mitoses/day, is driven by intestinal stem cells (ISCs) and is extensively regulated (Radtke & Clevers, 2005; Serra et al, 2019). ISCs divide daily and produce bipotent progenitors, amplifying and differentiating into absorptive or secretory lineages (Sailaja et al, 2016; Li et al, 2023). Paneth cells (PCs), specialized intestinal epithelial cells (IECs) residing at the intestinal crypt base, produce abundant antibacterial proteins and peptides such as lysozyme and Reg3 lectins (Sato et al, 2011; Yu et al, 2020a). PCs also create a niche for ISCs in the crypts and provide multiple secreted and surface-bound niche signals that determine ISC fate (Sato et al, 2011; Yilmaz et al, 2012; Chung et al, 2021). Emerging evidence indicates that interactions between PCs and ISCs are crucial for constant intestinal epithelial renewal under various pathophysiological conditions (Rodriguez-Colman et al, 2017; Baulies et al, 2020; Butto et al, 2020; Lueschow & McElroy, 2020). Coculturing of sorted PCs with ISCs strongly enhances intestinal organoid formation and growth (Sato et al, 2011; Yu et al, 2020a), whereas PC defects in the crypts result in ISC dysfunction and inhibit intestinal mucosal growth (Shroyer et al, 2007; Norona et al, 2020). When PCs are ablated genetically in mice, intestinal enteroendocrine, tuft, and stromal cells can also produce niche factors and support ISCs (Durand et al, 2012; van Es et al, 2019).

HuR (encoded by the *Elavl1* gene), one of the most prominent RNA-binding proteins regulating mRNA translation and turnover, is widely involved in many aspects of gut mucosal pathobiology (Li et al, 2020; Palomo-Irigoyen et al, 2020). In our previous studies, we found declines in the levels of tissue HuR - along with inhibition of the growth of the intestinal mucosa - in patients with various illnesses, including inflammatory bowel disease (IBD) (Xiao et al, 2019; Li et al, 2020). Specific ablation of HuR in the intestinal epithelium of mice (IE-HuR^−/−^) causes atrophy of the mucosa in the small intestine and compromises the regeneration of the gut mucosa and adaptation after irradiation (Liu et al, 2014), septic stress (Zhang et al, 2020), and mesenteric ischemia and reperfusion (Liu et al, 2017). Recently, HuR was shown to regulate PC function in the intestinal epithelium by altering the membrane localization of Toll-like receptor 2 via posttranscriptional control of chaperone protein CNPY3 (Xiao et al, 2019; Chung et al, 2021). However, little is known about the role and mechanism of altered PCs by HuR, particularly their interaction with ISCs, in the regulation of intestinal mucosal growth.

Mitochondria generate ATP to provide cells with energy and function as factories that participate actively in the biosynthesis of various macromolecules (Urbauer et al, 2020). As unveiled by recent studies, by virtue of their ability to produce a plethora of metabolites, mitochondria in the gut epithelium appear to play an emerging role as signaling organelles (Twig et al, 2008; Sato et al, 2021). Mitochondria sense the metabolic environment and integrate host and microbial-derived signals (Berger et al, 2016; Ludikhuize et al, 2020). Mitochondrial metabolism, dynamics, and stress responses are pivotal in regulating intestinal mucosal self-renewal and epithelial differentiation (Berger et al, 2016; Jackson et al, 2020; Ludikhuize et al, 2020). Mitochondrial impairment delays gut mucosal repair and weakens epithelium–host defenses. Targeted deletion of the genes encoding mitochondrial proteins prohibitin 1 (PHB1) and heat shock protein 60 (HSP60) in mice results in PC defects and causes a predisposition to ileitis in mice (Jackson et al, 2020; Khaloian et al, 2020). Mitochondrial activity is attenuated in human colonic mucosal tissues from patients with ulcerative colitis (Ho & Theiss, 2022; Ozsoy et al, 2022).

In this study, we provide evidence that control of PC function by HuR regulates the renewal of the small intestinal epithelium by affecting ISC activity. We found that loss of HuR in mice altered cell type-specific gene expression in PCs and led to dysfunction of the PC/ISC niche. Human intestinal mucosa from patients with critical surgical disorders exhibited both reduced HuR and defects in PC/ISC niche function, which was associated with an inhibition of intestinal epithelial renewal. Our results further show that HuR enhances mitochondrial function by increasing the levels of mitochondrial-associated proteins including PHB1, and that it promotes PHB1 expression levels at least in part by interfering with the function of microRNA-195 (miR-195). These findings reveal that HuR is essential for sustaining integrity of the PC/ISC niche in the intestinal epithelium and point to the HuR/miR-195/PHB1 axis as novel therapeutic targets for interventions to enhance the function of the PC/ISC niche and promote intestinal mucosal regeneration and adaptation in patients with critical disorders.

## Results

### HuR deletion causes defects in the PC/ISC niche function in the mucosa of the small intestine

To determine if HuR promotes intestinal epithelial renewal by augmenting ISC proliferation via PCs, we used IE-HuR^−/−^ mice that were generated by crossing HuR^fl/fl^ mice with villin-Cre–expressing mice as described (Liu et al, 2014). HuR levels in the mucosa of the small intestine and colon were undetectable in IE-HuR^−/−^ mice, but there were no changes in HuR expression in other tissues and organs such as the gastric mucosa, lung, liver, kidney, and pancreas, as reported previously (Liu et al, 2014, 2017). Immunohistochemistry analysis showed that HuR staining almost completely disappeared in epithelial cells in the small intestinal mucosa of IE-HuR^−/−^ mice, although HuR expression levels were unaffected in submucosal connective tissue (Fig 1A). Conditional HuR deletion in IECs inhibited the renewal of the small intestinal epithelium, as indicated by a decrease in the levels of BrdU-positive cells within the crypts and subsequent shrinkages of crypt and villi, but it failed to affect the growth of the colonic mucosa - similar to the observations reported in our previous study (Liu et al, 2014, 2017). Targeted HuR deletion in mice did not alter the overall morphology or structure of the mucosa of the small intestine or the colon. HuR deletion in the intestinal epithelium led to abnormalities in PCs, as evidenced by decreased lysozyme-positive cells in IE-HuR^−/−^ mice relative to control littermate mice (Fig 1B), as observed previously (Xiao et al, 2019). Interestingly, defects in PCs induced by HuR deletion were associated with a loss of ISCs in the small intestinal mucosa. Staining of whole mounts of the small intestine revealed that ISCs, marked by OLFM4 and LGR5, were normally located at the base of the crypts in littermate mice, but the numbers of OLFM4- and LGR5-positive cells (Fig 1C and D) decreased markedly in IE-HuR^−/−^ mice when compared with control littermates. On the other hand, HuR deletion did not affect the number of goblet cells and differentiated enterocytes, as measured by Alcian blue staining and villin immunostaining analysis, respectively. To examine how HuR affected the interaction of PCs with ISCs in the small intestinal mucosa after HuR deletion, we examined changes in the levels of niche signals derived from PCs in IE-HuR^−/−^ and littermate mice. As shown in Fig 1E, immunostaining detection of WNT3 and NOTCH2 revealed enriched signals at the base of small intestinal crypts in control littermate mice, but their levels in intestinal crypts decreased markedly in IE-HuR^−/−^ mice. Semiquantitative analysis showed that the intensities of WNT3 and NOTCH2 immunostaining decreased by >90% in the HuR-deficient intestinal epithelium compared with those observed in littermate mice (Fig 1F). Because WNT3 and NOTCH2 are niche growth factors (Xian et al, 2017; Yu et al, 2018; Bottcher et al, 2021), these results suggest that HuR deletion impairs ISC proliferation at least partially by reducing PC-derived niche signals.

**Figure 1.**
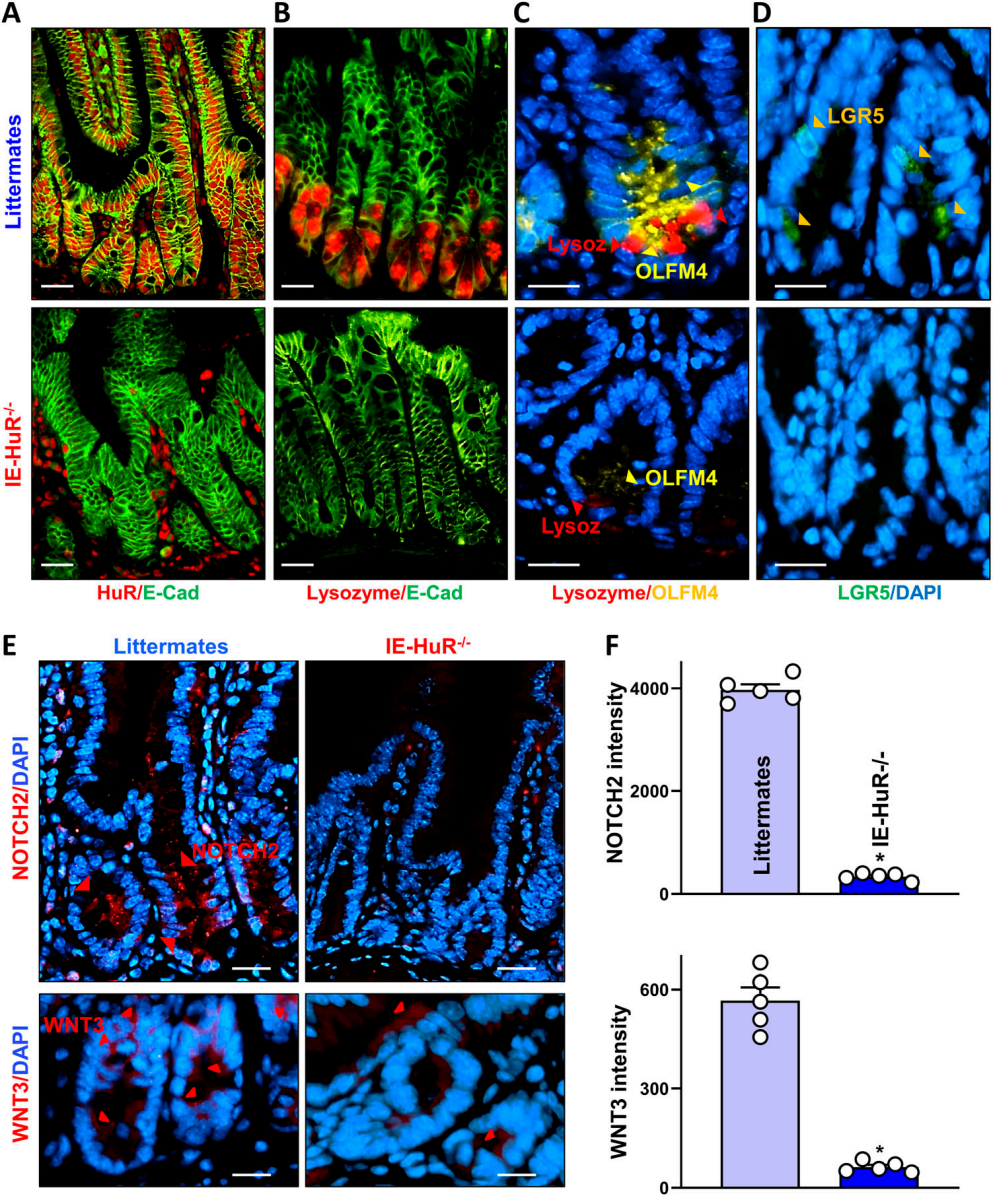
Targeted deletion of HuR in mice causes defects in the PC/intestinal stem cell niche in the intestinal epithelium. **(A)** Immunostaining of HuR in the small intestinal mucosa of IE-HuR^−/−^ and control littermate mice. Red, HuR; and green, E-cadherin (E-cad). Scale bars, 50 μm. Three separate experiments showed similar results. **(B)** Images of Paneth cells marked by lysozymes in the small intestinal mucosa. Red, lysozyme; and green, E-cad. Scale bars, 50 μm. **(C)** Immunostaining of OLFM4 in the small intestinal crypts. Yellow, OLFM4; blue, nucleus stained by DAPI. Scale bar, 25 μm. **(D)** Immunostaining of LGR5 in the small intestinal crypts, as shown in yellow–green. Scale bar, 25 μm. **(E)** Immunostaining of NOTCH2 (*top*) and WNT3 (*bottom*) in the small intestinal crypts, as shown in red. Scale bar, 25 μm. **(F)** Quantitation of NOTCH2 (*top*) and WNT3 (*bottom*) signals in the small intestinal crypts treated as described in (E). Values are means ± SEM (*n* = 5 biological replicates). Unpaired, two-tailed *t* test was used. *P < 0.05 compared with control littermates.

### Altered cell type-specific gene expression profiles in the HuR-deficient intestinal epithelium

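Cells of the small intestinal mucosa of IE-HuR-/- mice and control littermates were sequenced as 6 droplet-based libraries, 3 of each label. In these, each captured RNA molecule carries a unique molecular identifier (UMI). The paper gives 3 animals per genotype, and the labels give replicate numbers, which do not rule out pooling of animals. If cells of several animals were pooled, the spread between libraries leaves out that between animals, and adjusted p values here are too small. The authors deposited raw UMI counts per gene and cell barcode, without normalization, for 32285 mouse features. The methods name a human reference and a 3′ kit, whereas the deposited tables list mouse genes and their labels name a 5′ kit. The libraries held 60706 barcodes and 428980031 UMIs. Total UMIs were between 66396951 and 91818560 in the control libraries, with a median of 79794848, and between 59518012 and 65925616 in the libraries labelled IE-HuR-/-, with a median of 65526044. Every barcode had at least 500 UMIs. The median per barcode was between 1275 and 2877 UMIs in the control libraries and between 2037 and 2450 UMIs in the others. For each cell class, counts were summed per library, normalized by TMM and compared with edgeR's quasi-likelihood test. Benjamini-Hochberg adjusted p values were used with a threshold of 0.05, so that the 6 libraries and not the cells served as replicates. Standard errors of edgeR log2 fold changes were derived from the fold change and its unadjusted p by a normal quantile. They restate the p and are no separate measure of spread. CPM are UMI counts relative to the summed UMIs of the cells of the named class, not to the total of the library. Elavl1, the gene that encodes HuR, had 30.6 ± 1.38 CPM (SD, n = 3 libraries) in epithelial cells of the control libraries and 31.4 ± 0.761 CPM (SD, n = 3) in those labelled IE-HuR-/-. Its log2 fold change was 0.18 (standard error 0.0565, edgeR adjusted p = 0.00374), and 0.23 without control replicate 2, the alternative that moved it most. Elavl1 RNA was therefore not lower in the libraries labelled IE-HuR-/-, and a direction given for these libraries rests on their labels.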

To obtain cell type-specific transcriptional regulation profiles in the intestinal epithelium after HuR deletion, we performed single-cell RNA-sequencing (scRNA-seq) analysis on the small intestinal mucosa harvested from IE-HuR^−/−^ and control littermate mice. 

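Barcodes with at least 200 genes were kept, which left 60431 cells. Scrublet called 3 of these as doublets, 0.00496%, a rate too low for doublets to have been found reliably, and 60428 cells remained after their removal. Graph-based Leiden clustering at resolution 1 on 50 principal components of 2000 variable genes gave 27 clusters. The median was 2099 UMIs per cell over all clusters, and the largest cluster held 13650 cells with a median of 832 UMIs. Clusters led by ribosomal or mitochondrially encoded RNAs, or without enough markers of 1 cell type, were left unnamed, and held 26322 cells with a median of 887 UMIs. Of these, 21523 were epithelial by their markers, 39.1% ± 8.66 (SD, n = 3) of all cells in the control libraries and 30.9% ± 0.963 (SD, n = 3) in those labelled IE-HuR-/-. The largest unnamed cluster came almost wholly from the control libraries, with 2817, 5993 and 4069 cells against 321, 234 and 216 cells in the others. The next largest, of 7583 cells, held 96, 125 and 106 cells of the control libraries and 2505, 2372 and 2379 of those labelled IE-HuR-/-.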

In total, 60,000 high-quality cells, as characterized (Fig S1A) and validated by flow-cytometry analysis (Fig S1B–D), were grouped into 18 clusters, which expressed classic cell type markers from the absorptive or secretory lineages, and markers distinctive of ISCs and daughter transient-amplifying cells (Fig S2), following published single-cell transcriptomic signatures in the intestinal epithelium (Islam et al, 2020; Elmentaite et al, 2021). Secretory cells in the epithelial compartment of the small intestine consisted of PCs, goblet cells, tuft cells, and enteroendocrine cells in both IE-HuR^−/−^ and littermate mice, whereas absorptive cells were marked by various enterocytes (Fig 2A). 

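By marker genes set before the data were examined, 120 cells were PC-like, 1188 goblet-like, 236 tuft-like and 376 enteroendocrine-like, and each of these classes was found in all 6 libraries. Enterocyte-like clusters held 20198 cells with a median of 8169 UMIs. The class of ISC/progenitor-like cells held 1370 cells with a median of 1427 UMIs. In all, 45011 of the 60428 cells were epithelial. Non-epithelial classes were 7650 T or NK-like, 388 B or plasma-like, 806 myeloid-like, 121 plasmacytoid dendritic, 1463 erythroid-like and 190 fibroblast-like cells. Of the 120 PC-like cells, 14 had at least 5000 UMIs and held 85.9% of the UMIs of the class, and the other 106 had a median of 757.5 UMIs. Control libraries gave 9 of these 14 cells, and the libraries labelled IE-HuR-/- gave 5.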

Notably, PCs were marked by high expression of *Defe5* and *Rg3a* mRNAs, whereas ISCs were marked by transcripts including *Ascl2*, *Lgr5*, *Olfm4*, *Rgmb*, and *Smoc2* mRNAs, as reported previously (Elmentaite et al, 2021; Luna Velez et al, 2023). 

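No gene of the files is named Defe5 or Rg3a, and the values of Defa5 and Reg3a are given. Defa5 was found at 1290 CPM in PC-like cells, from 959 UMIs, and at 0.0473 CPM in enterocyte-like cells. Defa24 reached 219539 CPM in PC-like cells. Reg3a was found at 8.07 CPM in PC-like cells, from 6 UMIs (95% exact Poisson interval 2.96 to 17.6 CPM), and at 120.0 CPM in enterocyte-like cells, with an interval of 119 to 121 CPM. In ISC/progenitor-like cells, Olfm4 was found at 668 CPM, Smoc2 at 28.7 CPM, Rgmb at 22.6 CPM, Lgr5 at 9.24 CPM and Ascl2 at 8.85 CPM. Over all libraries together these 5 were higher in PC-like cells, Olfm4 at 1399 CPM, Smoc2 at 47.1 CPM, Rgmb at 30.9 CPM, Lgr5 at 29.6 CPM and Ascl2 at 14.8 CPM. This order did not hold in each library. In the 3 labelled IE-HuR-/-, PC-like cells had no UMI of Rgmb, Lgr5 or Ascl2, and Olfm4 was at 63.1, 570 and 117 CPM in PC-like against 683, 443 and 561 CPM in ISC/progenitor-like cells. Rgmb was found at 7.64 CPM in enterocyte-like cells. A UMI of Olfm4 was detected in 6.20% of the ISC/progenitor-like cells, at a median of 1427 UMIs per cell, and in 0.405% of the T or NK-like cells, at a median of 4348.5. Lgr5 was detected in 15 of the 1370 ISC/progenitor-like cells, so that the class was defined by a cluster and not by these markers in each cell. The intervals cover counting error only.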

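PC-like cells made up 0.207% ± 0.0414 (SD, n = 3 libraries) of epithelial cells in the control libraries, from 18, 20 and 14 cells, and 0.354% ± 0.125 (SD, n = 3) in the libraries labelled IE-HuR-/-, from 32, 21 and 15 cells. The log2 ratio of the mean shares was 0.77 (two-sided exact permutation test, p = 0.2), and 3 libraries against 3 allow no p below 0.1. With at least 500 genes and at most 25% mitochondrial UMIs per cell, the alternative that moved it most, the log2 ratio was −1.31, from 18 PC-like cells. Each library labelled IE-HuR-/- was then below each control library (two-sided exact permutation test, p = 0.1), whereas the libraries overlapped without this filter. ISC/progenitor-like cells made up 1.62% ± 0.264 (SD, n = 3) of epithelial cells in the control libraries and 5.02% ± 0.0618 (SD, n = 3) in those labelled IE-HuR-/-, a log2 ratio of 1.63 (two-sided exact permutation test, p = 0.1, the smallest p the design allows). All 3 libraries labelled IE-HuR-/- had a higher share of these cells than any control library. When ISCs were taken as epithelial cells with at least 2 of Ascl2, Lgr5, Olfm4, Rgmb and Smoc2 detected, the direction changed, to a log2 ratio of −0.15 (two-sided exact permutation test, p = 0.9).

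**Figure D1:**
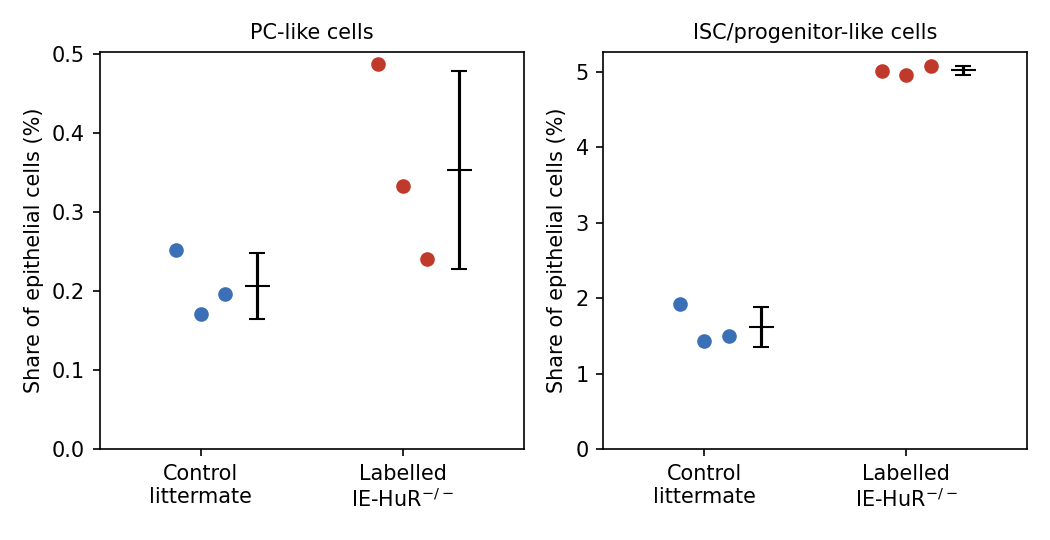
Share of epithelial cells, in percent, that were PC-like (left) and ISC/progenitor-like (right) in the 3 control libraries and the 3 libraries labelled IE-HuR-/-. Each point is 1 library, and lines give the mean and SD of 3 libraries, 0.207% and 0.354% for PC-like and 1.62% and 5.02% for ISC/progenitor-like cells.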

Cell cluster analysis revealed that the numbers of PCs and ISCs decreased in IE-HuR^−/−^ mice compared with control littermate mice, which were consistent with the findings obtained from studies using immunostaining assays as shown in Fig 1.

**Figure S1.**
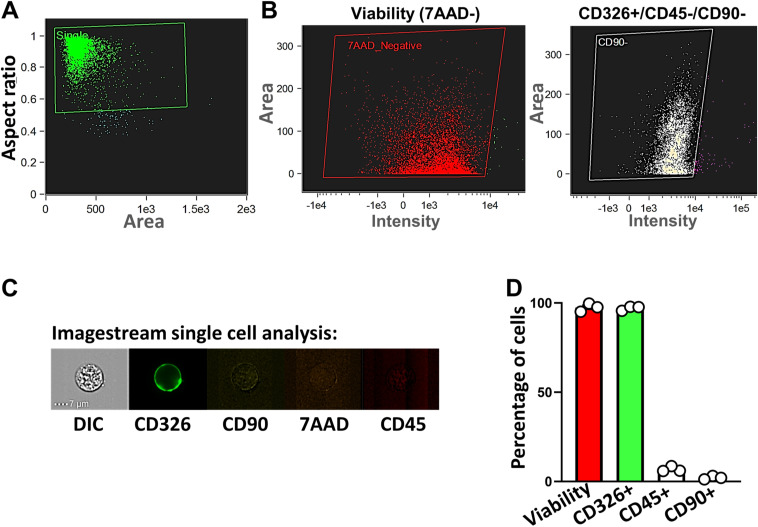
Identification and validation of intestinal epithelial cell subpopulations. **(A)** Quadruple-stained cells isolated from mouse small intestinal mucosa as measured by Amnis ImageStream imaging flow cytometer with MultiMag 60X objective lens. **(B)** Flow cytometry analysis of isolated cells. *Left*, measuring cell viability (7AAD^−^); *right*, cell purity as examined by assessing CD326^+^/CD45^−^/CD90^−^. **(C)** Flow cytometry analysis of cells to examine the sample singularity. **(D)** Percentage of the cells in each group analyzed by flow cytometry.

**Figure S2.**
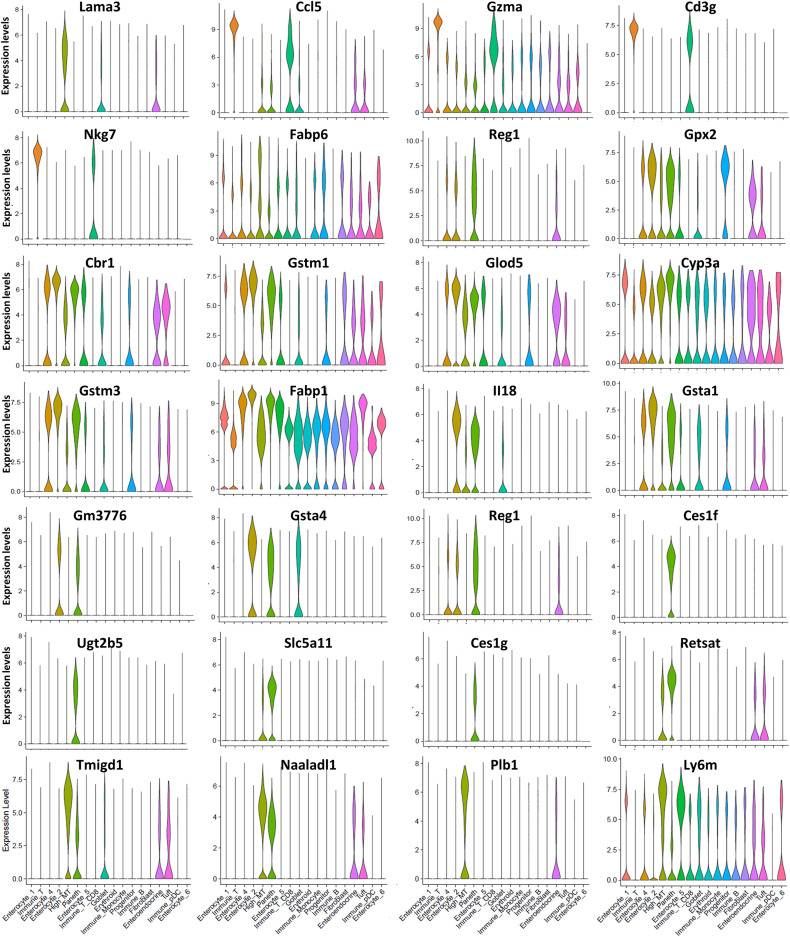
Expression analysis of cell type-specific marker genes based on scRNA-sequencing data. Expression of these marker genes was presented in Vln plots. The differential gene expression analysis algorithm built in the Seurat package was used to identify marker genes predominantly or uniquely expressed in each cell type.

**Figure 2.**
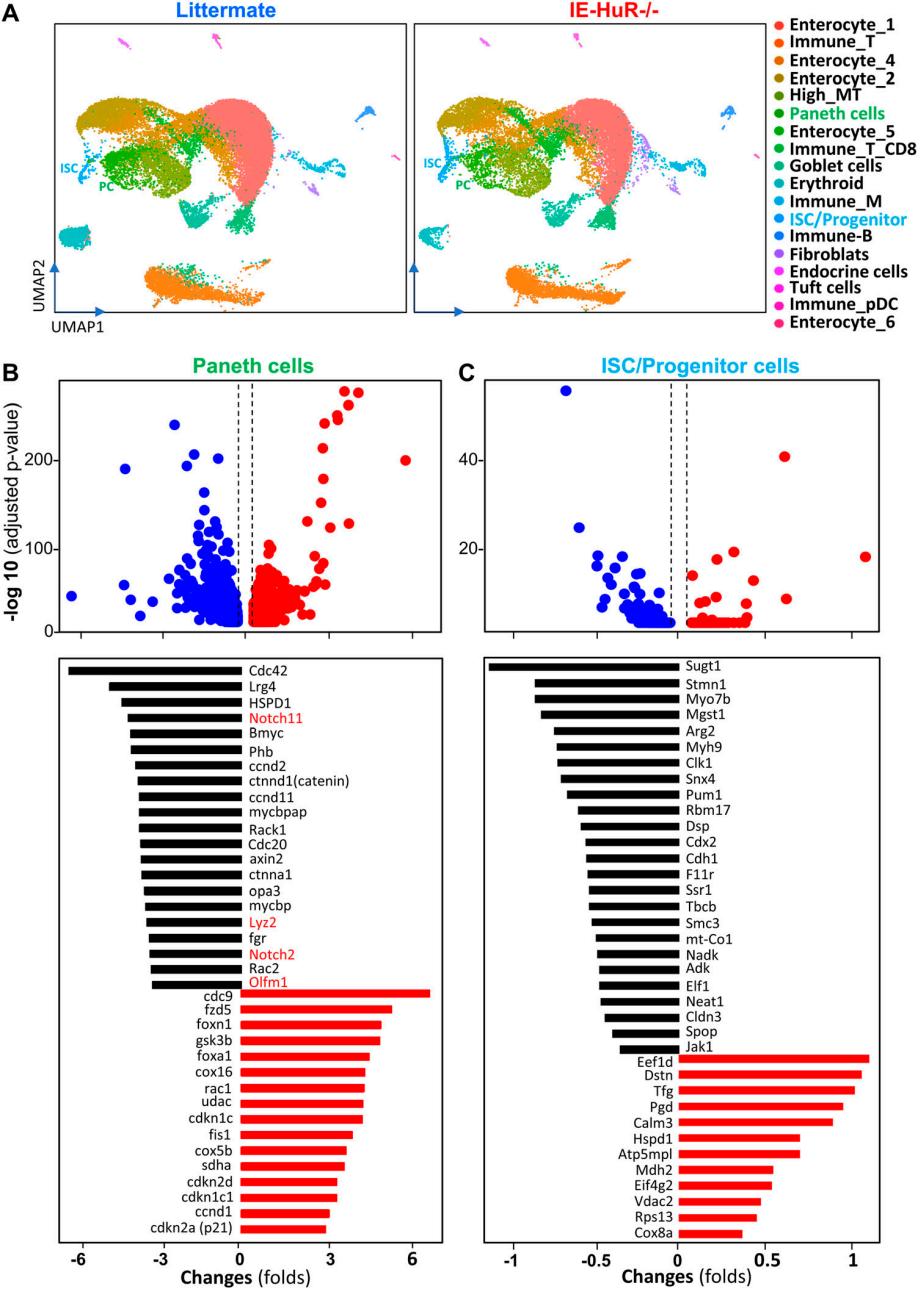
Single-cell transcriptional profiles of PCs and intestinal stem cells (ISCs) in the small intestinal epithelium after HuR deletion in mice. **(A)** Uniform manifold approximation and projection of key epithelial cell types of the small intestinal mucosa from control littermates (*left*) and IE-HuR^−/−^ mice (*right*) (*n* = 3). Annotated clusters of PCs are showed in green; ISCs are shown in light-blue. **(B)** *Top panel*, scatter plot depictions of genes expressed differentially in PCs of control and IE-HuR^−/−^ mice, as measured by scRNA-seq analysis. *Low panel*, differential expression analysis of most altered genes in results described in *top panel*. Values are the means from three animals. The *P*-value cutoff used for identifying differentially expressed genes was 0.05. **(C)** *Top panel*, scatter plot depictions of genes expressed differentially in ISCs. *Low panel*, most altered genes in ISCs in results described in the *top panel*. Values are the means from three animals. The *P*-value cutoff used for identifying differentially expressed genes is 0.05.

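The depth behind the 2 classes differed. Summed over its cells, PC-like RNA of a library held between 29555 and 275322 UMIs on the 360 RNAs that passed the filter on low counts, and each ISC/progenitor-like sum held at least 604433 UMIs on 7226 RNAs. The biological coefficient of variation between libraries of 1 label was 0.534 in PC-like and 0.170 in ISC/progenitor-like cells. In simulated sums of the same depth with 200 RNAs changed by 2 on the log2 scale, the test recovered 4 of the 13 changed RNAs that passed the filter in PC-like cells and 145 of 146 in ISC/progenitor-like cells.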

Profiling analysis of cell type-specific gene expression showed the existence of transcriptionally distinct PCs and ISCs in the small intestinal epithelium of IE-HuR^−/−^ mice. A comparison of the transcriptomic profiles in the mucosa from IE-HuR^−/−^ mice relative to control littermates demonstrated that ∼2,116 RNAs were differentially abundant in PCs; 1,144 were less abundant and 972 were more abundant after HuR deletion (Fig 2B, *top*). 

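Of 360 RNAs tested in PC-like cells, 2 were differentially abundant and both were higher in the libraries labelled IE-HuR-/-. At an unadjusted p under 0.05, 46 RNAs passed, and 0 of the called RNAs were lower. Reg3b, which also stands on the list of enterocyte markers, had 236 ± 263 CPM (SD, n = 3) in the control libraries and 1628 ± 906 CPM (SD, n = 3) in the others, with a log2 fold change of 3.66 (standard error 0.981, edgeR adjusted p = 0.0483). Mt1 had 114 ± 18.7 CPM (SD, n = 3) and 402 ± 222 CPM (SD, n = 3), with a log2 fold change of 2.27 (standard error 0.624, edgeR adjusted p = 0.0483). The alternative that moved the number most took as PCs the cells of any class with at least 5% of their UMIs from Paneth markers and gave 34 RNAs. Without IE-HuR-/- replicate 1, 0 RNAs were called, and 29 had an unadjusted p under 0.05. The number was 6 without control replicate 1, 4 without control replicate 3, 5 without IE-HuR-/- replicate 2 and 7 without IE-HuR-/- replicate 3. Reg3b was not called without control replicate 2 or 3 or without IE-HuR-/- replicate 1, and Mt1 was not called without control replicate 1 or IE-HuR-/- replicate 1. Defa5 had a log2 fold change of 2.09 (edgeR adjusted p = 0.381), Lyz1 of 0.67 (0.844) and Olfm4 of −2.16 (0.255). Without IE-HuR-/- replicate 3 the value of Lyz1 was −1.10, and without TMM scaling it was −0.43. Olfm4 passed the threshold in 4 alternatives, among them DESeq2 with a log2 fold change of −2.21. Of the 6 genes named in the paper's text that could be tested, 0 were called over all RNAs, 3 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone.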

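In ISC/progenitor-like cells, 147 of 7226 tested RNAs were differentially abundant, 60 lower and 87 higher in the libraries labelled IE-HuR-/-, and 1229 had an unadjusted p under 0.05. The number was 432 without control replicate 2, 44 without control replicate 1, 78 without control replicate 3, 30 without IE-HuR-/- replicate 2 and 50 without IE-HuR-/- replicate 3. Among the RNAs with the largest changes, Saa1 rose from 0.524 ± 0.908 to 55.4 ± 16.6 CPM (SD, n = 3), a log2 fold change of 6.57 (standard error 1.10, edgeR adjusted p = 9.26e-06). Acta1 had a log2 fold change of 4.28 (standard error 0.698, edgeR adjusted p = 6.50e-06). Igkc, a B or plasma cell marker, rose by 3.67 on the log2 scale, and the MHC class II RNAs H2-Aa and H2-Eb1 rose by 3.22 and 2.19. Among called RNAs with the libraries of the 2 labels fully separated and a TMM-scaled mean of at least 50 CPM under 1 label, the largest falls were those of Gm47283, from 83.8 ± 18.8 to 11.8 ± 2.35 CPM (SD, n = 3) with a log2 fold change of −2.73 (standard error 0.480, edgeR adjusted p = 2.22e-05), S100g (−2.36), Sema5a (−1.99), Aadac (−1.77) and Fgfbp1 (−1.75). Of these 10 RNAs, Acta1 and Gm47283 stayed past the threshold under each alternative in which they were tested, and Fgfbp1 was not called without control replicate 1 or 3 or IE-HuR-/- replicate 2 or 3. Free RNA was not tested as a source of the changes in this class. Erythroid-like cells, used elsewhere here to estimate free RNA, showed rises of Saa1 and Acta1 too. From the control libraries to those labelled IE-HuR-/-, Saa1 went from 0.447 to 24.9 CPM in them and Acta1 from 3.80 to 143.7 CPM. Levels in ISC/progenitor-like cells of the libraries labelled IE-HuR-/- were higher, but part of both rises may be free RNA. Lgr5 had 16.5 ± 5.38 CPM (SD, n = 3) in the control libraries and 3.84 ± 3.06 CPM (SD, n = 3) in the others, a log2 fold change of −1.90 (standard error 0.616, edgeR adjusted p = 0.0708). It was called at Leiden resolution 2, with at least 500 genes per cell, where the class held transit-amplifying-like and no ISC-like clusters, without a filter on low counts, and without IE-HuR-/- replicate 1, where its log2 fold change was −2.71. Ascl2 had 14.5 ± 2.85 and 4.68 ± 3.25 CPM (SD, n = 3), with −1.50 (standard error 0.575, edgeR adjusted p = 0.139). Olfm4 (−0.54), Smoc2 (−0.52) and Rgmb (−0.48) were not called, and under the gate on markers Olfm4 and Smoc2 changed direction, to 0.05 and 0.27. Of the 16 genes of the paper's text that could be tested, 2 were called over all RNAs and 5 adjusted over the list alone.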

In ISCs, ∼400 RNAs were differentially abundant - 289 RNAs were lower, and 120 RNAs were higher in IE-HuR^−/−^ mice compared with control littermates (Fig 2C, *top*). The most highly increased and decreased RNAs in PCs and ISCs of IE-HuR^−/−^ mouse relative to control littermates are summarized in low panels of Fig 2B and C. Amongst the top differentially abundant mRNAs are many encoding niche growth factors and proteins that are necessary for maintaining the PC structure and function. 

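The low panel of Fig 2B labels 37 genes, of which 30 match a gene symbol of the files. In PC-like cells 27 of these had a UMI, and the unscaled CPM of 14 moved in the direction the panel shows, where the shares of all RNAs with a UMI that were lower or higher on this scale give 14.6. Of these genes 3 could be tested, 1 moved in the direction the panel shows, and 0 were called, over all RNAs or adjusted over the list alone, with 1 at an unadjusted p under 0.05. The low panel of Fig 2C labels 37 genes, and all 37 could be tested in ISC/progenitor-like cells. Of these, 29 moved in the direction shown. On unscaled CPM 29 did too, where the shares of all RNAs with a UMI that were lower or higher give 19.7. The number called was 5 over all RNAs and 8 adjusted over the list alone. These tallies are not independent evidence, because the study chose the genes on these libraries. The 5 called genes moved in the direction shown. Mgst1 fell by 1.15 on the log2 scale (standard error 0.264, edgeR adjusted p = 0.00358) and Stmn1 fell by 1.00 (0.262, 0.0169), whereas Dstn rose by 0.92 (0.223, 0.00759), Mdh2 by 0.74 (0.205, 0.0260) and Calm3 by 0.73 (0.194, 0.0183). Each of the 5 kept its direction under each alternative. Mgst1 was not called without IE-HuR-/- replicate 2, where its adjusted p was 0.0690, and Dstn not without control replicate 1 or 3 or IE-HuR-/- replicate 2, where it was 0.0548, 0.0554 and 0.0791. Stmn1, Mdh2 and Calm3 were not called without control replicate 1, IE-HuR-/- replicate 2 or IE-HuR-/- replicate 3, nor Mdh2 without control replicate 3.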

HuR deletion also altered gene expression profiles of secretory progenitor cells (Atoh1+) and goblet cells in the small intestinal epithelium, but the exact role of HuR in the regulation of secretory progenitor and goblet cells will be fully investigated in a separate study. Collectively, our single-cell sequencing data analysis identified transcriptomic and cellular responses to HuR deletion in the small intestinal mucosa and strongly suggested the importance of HuR in the PC/ISC niche to regulate the renewal of the intestinal epithelium.

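Secretory progenitor-like cells were taken as epithelial cells with at least 1 Atoh1 UMI outside the PC-, goblet-, tuft- and enteroendocrine-like clusters, which gave 568 cells. Of 7380 RNAs tested in them, 60 were differentially abundant, 36 higher and 24 lower in the libraries labelled IE-HuR-/-. The number was 15 without control replicate 1, without control replicate 2 or without IE-HuR-/- replicate 1, 34 without control replicate 3 and 131 without IE-HuR-/- replicate 3. An Atoh1 UMI was detected in 1.55% of enterocyte-like cells and in 0.967% of T or NK-like cells, at medians of 8169 and 4348.5 UMIs. The 314 enterocyte-like cells with one are by definition among the 568. Atoh1 in enterocyte-like cells was at 1.18 CPM, no higher than in T or NK-like (2.40 CPM) or erythroid-like cells (2.61 CPM). Most of the class can therefore be enterocyte-like cells with free RNA, and the called RNAs may be theirs. In goblet-like cells 77.4% had an Atoh1 UMI, at a median of 20721.5 UMIs. Acta1 rose from 26.4 ± 12.0 to 1416 ± 325 CPM (SD, n = 3), a log2 fold change of 5.84 (standard error 1.06, edgeR adjusted p = 2.68e-04), and H2-DMb1, Cd74, H2-Eb1 and H2-Ab1 rose by 3.46, 2.39, 2.33 and 2.21 on the log2 scale. Cyp2c29 had a log2 fold change of −4.66 (standard error 0.971, edgeR adjusted p = 0.00175), and the next largest falls among called RNAs with the libraries of the 2 labels fully separated and a TMM-scaled mean of at least 50 CPM under 1 label were those of Ifit1 (−2.06), Cyp2j6 (−1.95), Cyp3a11 (−1.93) and Cyp2b10 (−1.58). Cyp3a11 was not called without control replicate 1 or 2 or IE-HuR-/- replicate 1, nor Cyp2b10 without any of the 3 control replicates or IE-HuR-/- replicate 1. In goblet-like cells 2758 of 9303 RNAs were differentially abundant, 1470 higher and 1288 lower, and without TMM scaling, which shifted the median log2 fold change of all RNAs to −0.22, 830 were higher and 2666 lower. Saa1 (6.66), Acta1 (5.82), Mt1 (4.01), Car4 (4.01) and Muc4 (3.71) had the largest rises by the same limits, and Cyp2c29 (−4.73), Bche (−2.50), Cyp3a11 (−2.37), Cyp2b10 (−2.21) and Ugt2a3 (−2.00) the largest falls in goblet-like cells, with standard errors between 0.282 and 1.54. Of the 2758 RNAs, 1689 were higher in enterocyte-like than in goblet-like cells.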

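Beyond PC-like and ISC/progenitor-like cells, the same test in enterocyte-like cells called 7524 of 12581 RNAs, 3505 higher and 4019 lower in the libraries labelled IE-HuR-/-. Without TMM scaling, which shifted the median log2 fold change of all RNAs to −0.19, 1939 were higher and 6230 lower. With 1 library left out in turn, between 6889 and 7234 RNAs were called. The biological coefficient of variation between libraries of 1 label was 0.0463 in this class. Saa1 rose from 4.14 ± 1.69 to 275 ± 37.0 CPM (SD, n = 3), a log2 fold change of 6.27 (standard error 1.48, edgeR adjusted p = 7.96e-05), and Acta1, Akr1b8, Muc4 and Mt1 rose by 6.14, 4.05, 3.72 and 3.43 on the log2 scale. S100g fell from 212 ± 58.4 to 5.66 ± 0.980 CPM (SD, n = 3), a log2 fold change of −5.06 (standard error 1.28, edgeR adjusted p = 2.27e-04), and among called RNAs with the libraries of the 2 labels fully separated and a TMM-scaled mean of at least 50 CPM under 1 label the next largest falls were those of Cyp2c29 (−4.15), Cyp3a11 (−2.07), Svip (−2.00) and Bche (−1.94). From the changed RNAs and cell numbers of PCs and ISCs, the paper proposes that HuR is important in the PC/ISC niche for renewal of the epithelium.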

### Reduced HuR levels associate with abnormal PC/ISC niche in patients with critical illness

To explore the clinical relevance of HuR function in the human PC/ISC niche, human ileal mucosal tissues were collected from four Crohn’s disease (CD) patients who required urgent/emergent intestinal resection because of severe complications (SC) such as intestinal perforation, peritonitis, and necrotizing enteritis as well as four healthy controls who had neither CD, nor emergency surgical disorders. Consistent with findings observed in IBD patients without SC (Xiao et al, 2019), the ileal mucosa from patients with CD/SC also exhibited a significant decrease in the levels of HuR (Fig 3A), as measured by immunostaining analysis. In the mucosa from the small intestine, HuR was located in both the cytoplasm and nucleus in control individuals, but the levels of total HuR and cytoplasmic HuR were significantly lower in CD/SC patients relative to control patients.

**Figure 3.**
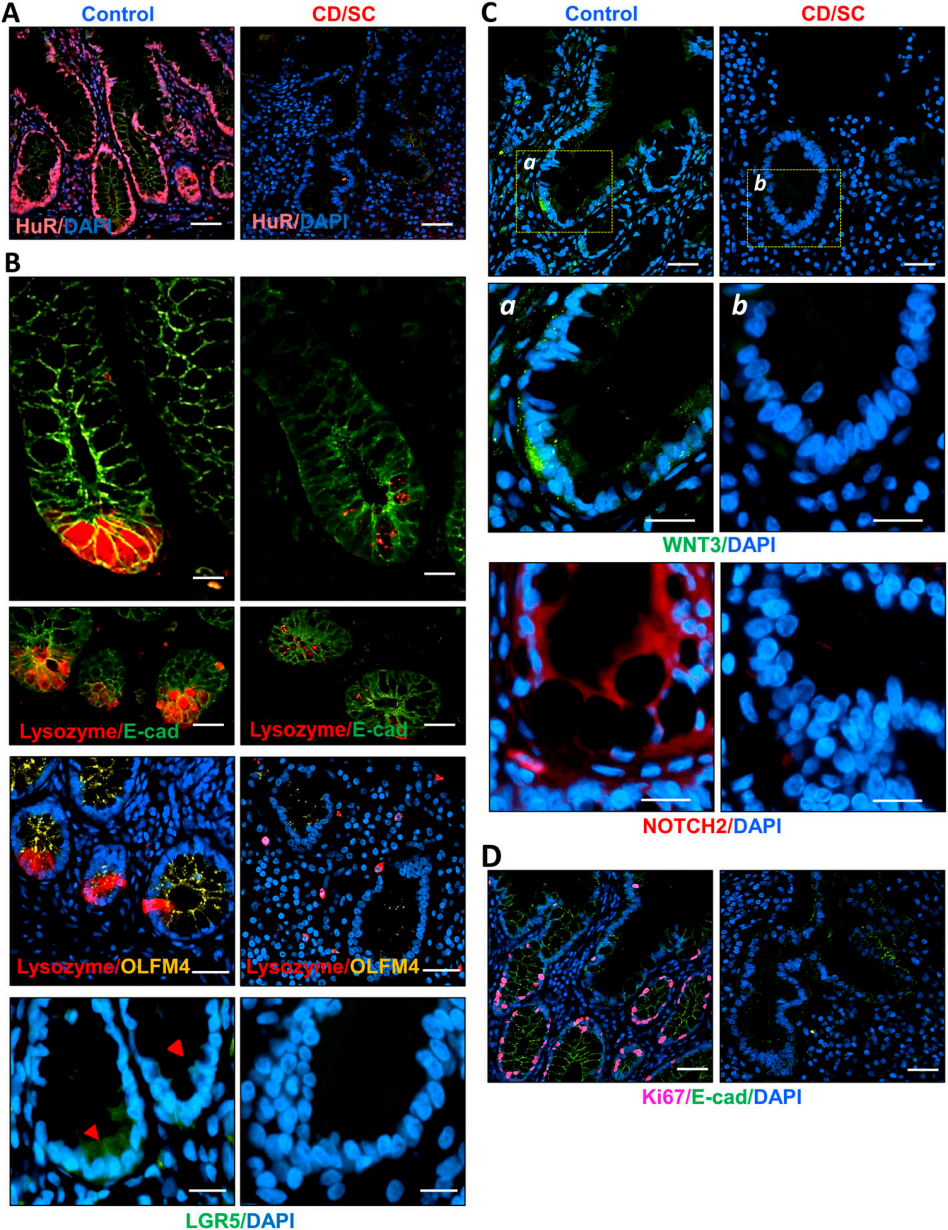
Reduced HuR associates with defects in PC/intestinal stem cell niches in patients with CD/SC. **(A)** Immunostaining of HuR in the small intestinal mucosa from control individuals and Crohn’s disease patients who underwent emergency surgery because of severe complications (CD/SC). Purple, HuR; blue, nucleus stained by DAPI. Scale bars, 50 μm. All these experiments were repeated in four controls and four patients with CD/SC and showed similar results. **(B)** Images of PCs (lysozyme-positive cells; *top*) and intestinal stem cells marked by OLFM4 and LGR5 (*bottom*) in the human small intestinal mucosa as examined by immunostaining assays using anti-lysozyme (red), anti-OLFM4, anti-LGR5 (yelloe-green), and anti-E-cadherin (green). Blue, nucleus stained by DAPI. Scale bars, 50 and 25 μm. **(C)** Immunostaining of WNT3 (*top*) and NOTCH2 (*bottom*) in the crypts of human small intestine. Yellow–green, WNT3; red, NOTCH2; and blue, nucleus stained by DAPI. Scale bar, 25 μm. **(D)** Small intestinal mucosal renewal in patients with CD/SC, as assessed by measuring Ki67 staining (pink). Scale bar, 50 μm.

Importantly, reduced levels of HuR in the intestinal mucosa in patients with CD/SC were associated with significant defects in PC/ISC niche function because the numbers of lysozyme-positive cells and OLFM4- and LGR5-positive cells in the ileal mucosa from CD/SC patients decreased markedly relative to those observed in control patients (Fig 3B). In fact, PCs and ISCs were almost totally undetectable in some ileal mucosal tissue samples from CD/SC patients. Consistent with the observations in the small intestinal mucosa of IE-HuR^−/−^ mouse (Fig 1), decreased HuR levels in the mucosa of patients with CD/SC were accompanied by reduced levels of PC-derived niche signals, as evidenced by decreased intensities of WNT3 and NOTCH2 immunostaining signals in the crypts of CD/SC patients compared with control individuals (Fig 3C). Importantly, the impaired function of the PC/ISC niche associated with HuR inhibition in patients with CD/SC was linked to a significant inhibition of the intestinal mucosal growth because the levels of the proliferation marker Ki67 decreased markedly in CD/SC patients relative to control individuals (Fig 3D). These results implicate PC/ISC niche dysfunction in the impaired renewal of the intestinal epithelium in critically ill patients after decreased tissue HuR levels.

### HuR deletion impairs mitochondrial function in the intestinal epithelium

Because mitochondria play an important role in maintaining intestinal epithelial homeostasis and its dysfunction is intimately involved in the pathogenesis of IBD and other mucosal pathologies (Berger et al, 2016; Ludikhuize et al, 2020; Urbauer et al, 2020), we tested the possibility that HuR regulates activity of the PC/ISC niche by affecting mitochondrial metabolism. We further screened for expression of mitochondrial-associated genes in our single-cell sequencing data from PCs and found that HuR deletion decreased the expression levels of many mRNAs encoding proteins that control mitochondrial catabolism and oxidation/reduction reactions (Fig 4A). 

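The gene list of the mitochondrion term was not at hand, and 8 sets of mitochondrial or oxidoreductase genes, fixed by symbol, were tested with camera at a preset correlation between genes of 0.01. In PC-like cells only 2 sets had at least 3 RNAs past the filter on low counts. Of 33 RNAs of nuclear-encoded oxidative phosphorylation, 12 were higher in the libraries labelled IE-HuR-/-, with a median log2 fold change of −0.14 (camera adjusted p = 0.0575). Without TMM scaling 0 of the 33 were higher, with a median of −0.89 where that of all RNAs was −0.68. The median was 0.10 under the gate on Paneth markers and 0.01 without control replicate 2. All 12 mitochondrially encoded RNAs tested were higher, with a median of 2.39 (camera adjusted p = 5.23e-04). Without a filter on low counts, the alternative that moved the number of called sets most, 6 of 8 sets were called, 5 of them lower. The median of all RNAs was then −1.18. Of the 5 sets, mitochondrial ribosome (−1.43) and cytochromes P450 (−1.46) had a median below it, and import and chaperones (−1.18) equalled it. Oxidative phosphorylation (−0.81) and fatty acid oxidation (−0.91) fell less than all RNAs. The call of the mitochondrially encoded set did not hold under fry or with an estimated correlation, where 0 sets were called and 0 had an unadjusted p under 0.05. Without control replicate 3, 2 sets were called, oxidative phosphorylation with a median of −0.30. Without IE-HuR-/- replicate 1, oxidative phosphorylation was called and the mitochondrially encoded set was not, at a median of 1.27. Fig 4A labels 30 genes, of which 29 match a gene symbol of the files. In PC-like cells 3 of the 29 had no UMI, and 18 of the other 26 had a lower unscaled CPM in the libraries labelled IE-HuR-/-. This is no more than the 18.5 that follow from the 71.3% of all 11196 RNAs with a UMI that were lower on this scale. Only 1, Cdc42, could be tested, with a log2 fold change of 1.11 (standard error 0.539, edgeR adjusted p = 0.350), against the fall the panel shows. Cdc42 was called over the list alone, which for 1 tested gene is only an unadjusted p under 0.05.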

To further evaluate if IE-HuR^−/−^ mice had mitochondrial abnormalities, we examined changes in expression of several mitochondrial-associated proteins in the small intestinal mucosa. HuR ablation in mice decreased the levels of PHB1 and HSP60 (Fig 4B and C); these two proteins are essential for mitochondrial integrity in the intestinal epithelium and loss of PHB1 or HSP60 results in defective PCs and leads to ileitis in mice (Jackson et al, 2020; Khaloian et al, 2020). PHB1 and HSP60 were highly expressed in the small intestine mucosa of control littermate mice, but their levels decreased markedly in IE-HuR^−/−^ mice. In fact, PHB1 and HSP60 proteins were undetectable in the small intestinal mucosa of IE-HuR^−/−^ mice by Western blot analysis (Fig 4B, *top*).

**Figure 4.**
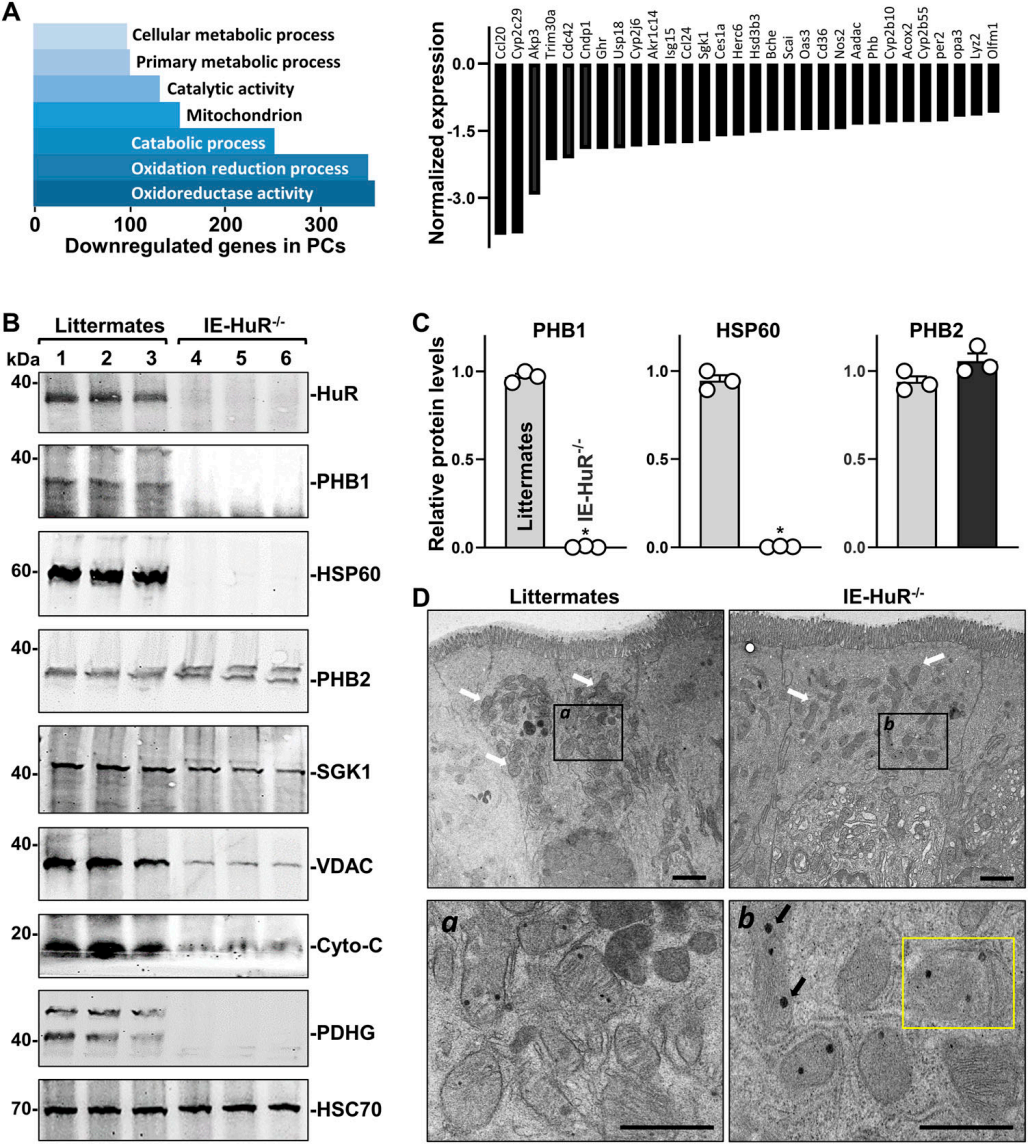
HuR deletion in mice inhibits the expression of mitochondrial proteins in the intestinal epithelium. **(A)** Causal analysis of metabolism/mitochondria-associated pathways down- or up-regulated in PCs after HuR deletion in mice. *Left panel*, most altered pathways involved in metabolism and mitochondrial activity in HuR-deficient PCs. *Right panel*, most altered genes in results described in *left panel*. Values are the means from three animals. The *P*-value cutoff used for identifying differentially expressed genes was 0.05. **(B)** Immunoblots of HuR and various mitochondrial proteins in the small intestinal mucosa of littermate and IE-HuR^−/−^ mice. **(C)** Quantitative analysis derived from densitometric scans of immunoblots of mitochondrial proteins in results as described in (B). Values are the means ± SEM (*n* = 3). Unpaired, two-tailed *t* test was used. *P < 0.05 compared with control littermates. **(D)** Transmission electron microscopy of crypt bases of the small intestinal epithelium. White arrows: mitochondria; black arrows: dense inclusion body; yellow box: unhealthy mitochondria. Scale bar = 2 and 0.5 μm. Three separate experiments showed similar results. Source data are available for this figure.

In addition, the HuR-deficient mucosa of the intestinal mucosa also exhibited decreased levels of VDAC, cytochrome C (Cyto-C), and PDHG without changes in the abundance of PHB2, SGK or HSC70 (Fig 4B, *bottom*; Fig S3A). Moreover, transmission electron microscopy (TEM) at the base of crypts in the small intestinal epithelium showed reduced numbers of mitochondria in PC-like cells from IE-HuR^−/−^ mice, and mitochondria with swollen morphology, disruption of cristae, decreased fused structures, and occasional dense inclusion bodies, when compared with littermate mice (Fig 4D). On the other hand, HuR deletion did not alter the levels or morphology of mitochondria in enterocytes located at the villous area of the small intestinal mucosa, where all mitochondrial features were indistinguishable between IE-HuR^−/−^ mice and littermate mice, as examined by TEM (Fig S3B).

**Figure S3.**
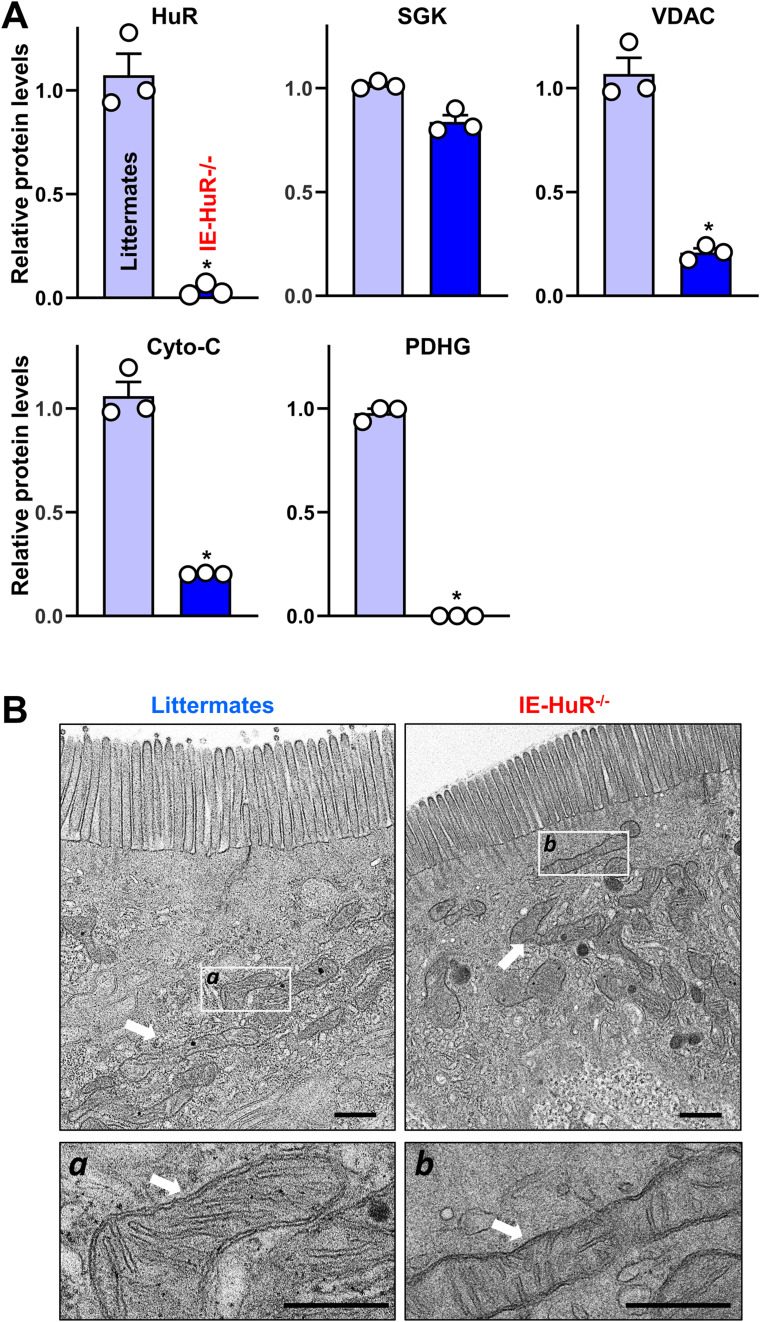
**HuR deletion in mice inhibits the expression of mitochondrial proteins in the intestinal epithelium but does not alter mitochondrial morphology in enterocytes located at the villous area.** Semiquantitative analysis of immunoblots of various proteins in the small intestinal mucosa of mice as described in Fig 4B. *P < 0.05 compared with littermates. **(B)** Representative electron microscopy images from villous areas of the small intestinal epithelium. White arrows indicate mitochondria. Scale car = 2 and 0.5 μm. Three separate experiments showed similar results.

To analyze mitochondrial function in the HuR-deficient intestinal epithelium, we analyzed primary cultured intestinal organoids and cultured IECs. Consistent with the observations in the mouse epithelium, HuR deletion inhibited the growth of the intestinal organoids ex vivo, with a marked decrease in the numbers of lysozyme-positive cells in intestinal organoids derived from IE-HuR^−/−^ mice and smaller organoids that contained fewer buds when derived from HuR-deficient mice compared with those generated from control littermate mice (Fig 5A). To examine the mitochondrial respiratory capacity, we used a Cell Mito Stress test and a Seahorse XF extracellular flux analyzer. We observed decreases in basal and maximal respiration levels and in ATP production, and decreased spare respiratory capacity in the organoids derived from IE-HuR^−/−^ mice compared with the organoids generated from control littermate mice (Fig 5B). Using cultured human colorectal adenocarcinoma Caco-2 cells, we found that HuR silencing similarly disrupted mitochondrial homeostasis and reduced the levels of several mitochondrial proteins. Decreasing HuR by transfection with a specific siRNA targeting HuR (siHuR) markedly decreased the levels of PHB1 and COX-IV, although it only slightly reduced PHB2 abundance and failed to alter the expression of HSP60, SDHA or Cyto-C (Figs 5C and S4A). Basal levels of SGK1 and OPA1 proteins in Caco-2 cells were undetectable. On the other hand, ectopic overexpression of HuR by transfection with an HuR expression vector significantly increased the levels of cellular PHB1 and modestly elevated COX-IV levels (Fig S4B). Seahorse analysis showed similar inhibitory patterns of mitochondrial respiratory capacity and ATP production in HuR-silenced Caco-2 cells (Fig 5D), as observed in HuR-deficient intestinal organoids (Fig 5B).

**Figure 5.**
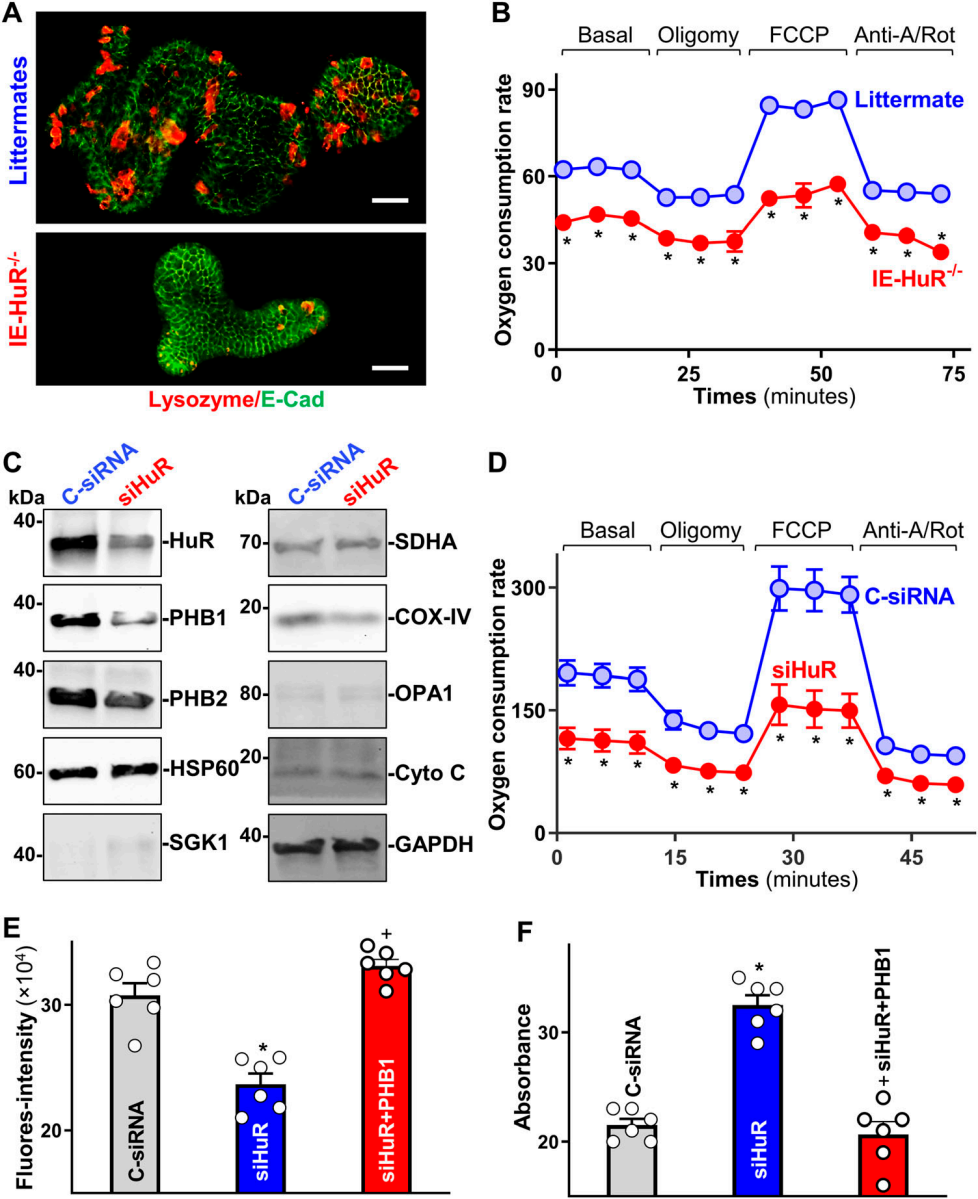
Decreasing the levels of HuR causes mitochondrial dysfunction. **(A)** Immunostaining of lysozyme-positive cells in the small intestinal organoids derived from control littermate and IE-HuR^−/−^ mice. Red, lysozyme; green, E-cadherin. Scale bars, 80 μm. **(B)** Mitochondrial respiration in the intestinal organoids treated as described in (A), as measured by Seahorse analysis. Values are the means ± SEM (*n* = 3). Two-way ANOVA with Bonferroni post hos test was used. *P < 0.05 compared with control littermates. **(C)** Immunoblots of HuR and mitochondrial proteins in cultured intestinal epithelial cells (IECs) transfected with siRNA directed at silencing HuR (siHuR) or control siRNA (C-siRNA). The levels of the proteins shown were examined 48 h after the transfection. **(D)** Mitochondrial respiration in cultured IECs treated as described in (C). Values are the means ± SEM (*n* = 3). Two-way ANOVA with Bonferroni post hos test was used. *P < 0.05 compared with C-siRNA. **(E, F)** Levels of MitoTracker Green and superoxide in cultured IECs after transfection with siHuR alone or co-transfection with siHuR and prohibitin 1 expression vector (*n* = 6). *^, +^*P* < 0.05 compared with C-siRNA and siHuR, respectively.

**Figure S4.**
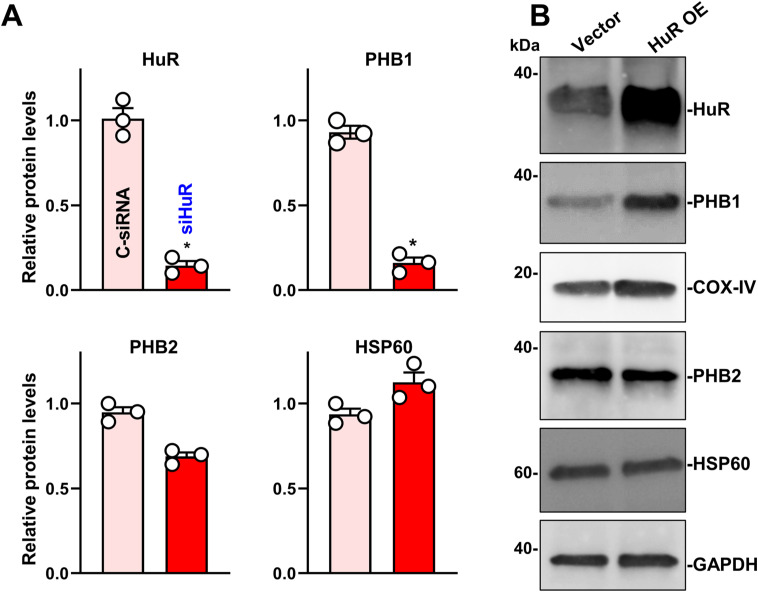
**HuR is essential for the expression of mitochondrial proteins in the intestinal epithelial cells.** Semiquantitative analysis of immunoblots of various proteins in Caco-2 cells treated as described in Fig 5C. *P < 0.05 compared with C-siRNA. **(B)** Immunoblots of various proteins in cells overexpressing HuR. Caco-2 cells were transfected with HuR expression vector, and proteins were harvested 48 h after transfection. Three separate experiments were performed and showed similar results.

The impairment of mitochondrial function induced by HuR silencing was further confirmed by a decrease in the levels of MitoTracker green (Fig 5E) and an increase in superoxide production (Fig 5F), as examined by using MitoTracker Red and MitoSox kits available commercially. Interestingly, mitochondrial dysfunction in HuR-silenced cells was prevented by ectopically overexpressing PHB1, as indicated by an increased level of MitoTracker Green and reduction in superoxide level when HuR-silenced cells were transfected with a vector to overexpress PHB1 (Fig 5E and F, *right*). Together, these results suggest that lower HuR levels trigger mitochondrial dysfunction at least in part by inhibiting PHB1 expression. We propose that these effects contribute to the impairment of the PC/ISC niche and subsequent mucosal atrophy.

### HuR regulates PHB1 expression by interfering with miR-195 function

Given that PHB1 is required for maintaining mitochondrial homeostasis and PC function as shown in the present study and previous reports (Jackson et al, 2020; Liu et al, 2022), we investigated the mechanism by which HuR regulates PHB1 expression in cultured IECs. First, we examined if HuR associated with the *Phb1* mRNA by performing RNP immunoprecipitation (IP) assays using an anti-HuR antibody under conditions that preserved RNP integrity (Yu et al, 2011). The interaction of *Phb1* mRNA with HuR was examined by isolating RNA from the IP material and subjecting it RT, followed by quantitative (Q)–PCR analysis. Although HuR overexpression increased PHB1 levels (Fig S4B) and HuR silencing decreased *Phb1* mRNA levels (Fig 6A), HuR did not specifically bind to *Phb1* mRNA, as the levels of *Phb1* mRNA in HuR IP samples were similar to those observed in control IgG (Fig 6B). As a positive control, the *claudin 1* (*Cldn1*) mRNA was highly enriched in HuR samples compared with control IgG. These results indicate that HuR may regulate PHB1 expression through mechanisms other than by directly interacting with the *Phb1* mRNA.

**Figure 6.**
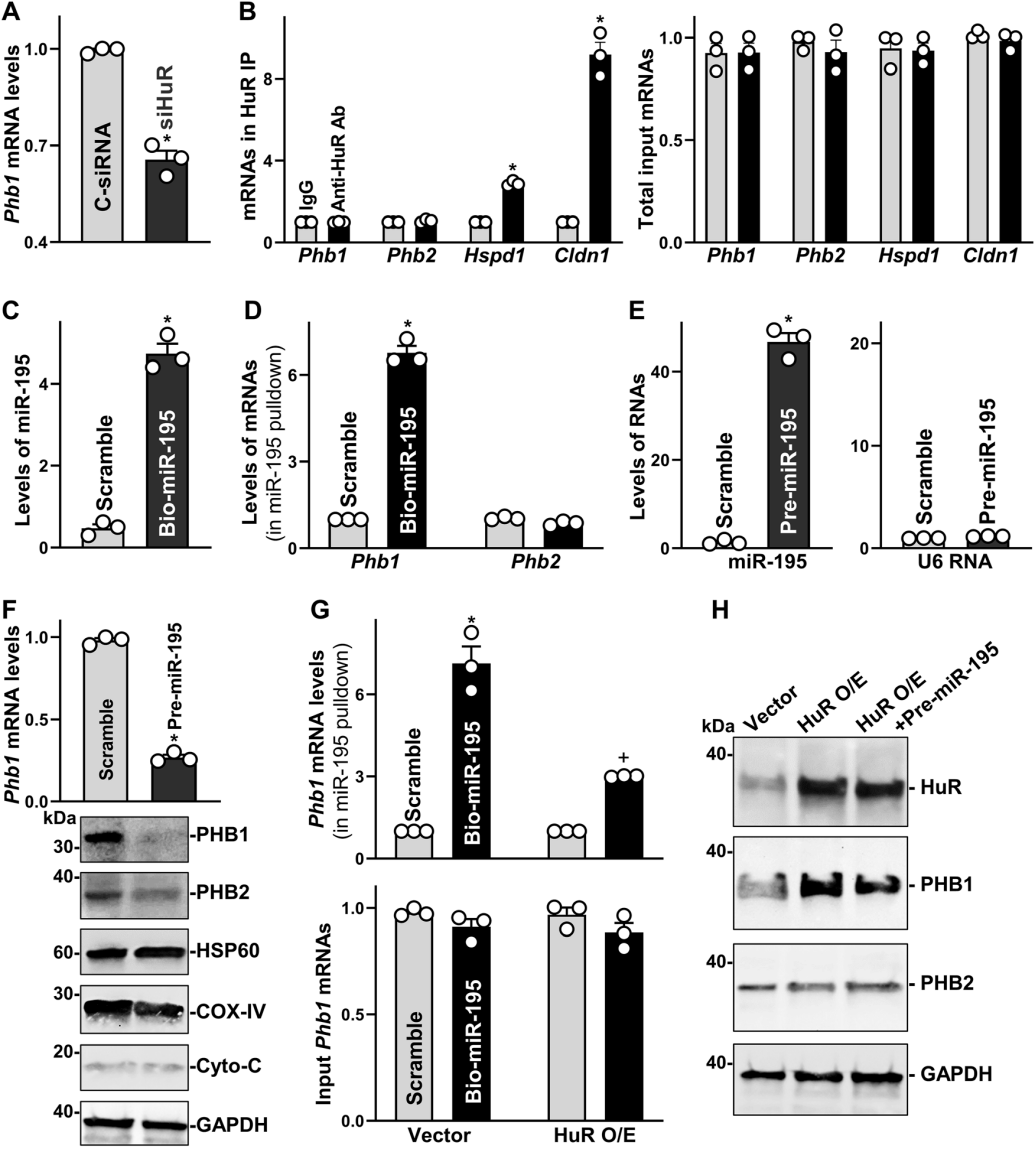
HuR regulates prohibitin 1 (PHB1) expression via interaction with miR-195. **(A)** Levels of *Phb1* mRNA in Caco-2 cells 48 h after transfection with C-siRNA or siHuR. Values are the means ± SEM (*n* = 3 biological replicates). Unpaired, two-tailed *t* test was used. *P < 0.05 compared with C-siRNA. **(B)** *Left panel*, association of endogenous HuR with endogenous mRNAs in Caco-2 cells as measured by RIP using either anti-HuR antibody (Ab) or control IgG, followed by RT–PCR analysis. *Right panel*, levels of input mRNAs. Values are the means ± SEM (*n* = 3 biological replicates). Unpaired, two-tailed *t* test was used. *P < 0.05 compared with control IgG. **(C)** Levels of miR-195 in Caco-2 cells 24 h after transfection with biotinylated miR-195. Values are the means ± SEM (*n* = 3 biological replicates). Unpaired, two-tailed *t* test was used. *P < 0.05 compared with control scramble oligomer. **(D)** Levels of *Phb1* mRNA in the materials pulled down by biotin-miR-195 in cells treated as described in (C). Values are the means ± SEM (*n* = 3). Unpaired, two-tailed *t* test was used. *P < 0.05 compared with control scramble oligomer. **(E)** Levels of miR-195 (*left*) and *U6* RNA (*right*) in Caco-2 cells 48 h after transfection with pre-miR-195. Values are the means ± SEM (*n* = 3 biological replicates). Unpaired, two-tailed *t* test was used. *P < 0.05 compared with scramble. **(F)** Levels of *Phb1* mRNA (*top*) and protein (*bottom*) in cells treated as described in (E). Values are the means ± SEM (*n* = 3 biological replicates). Unpaired, two-tailed *t* test was used. *P < 0.05 compared with scramble. **(G)** Levels of *Phb1* mRNA in the materials pulled down by miR-195 (*top panel*) and total input mRNA (*bottom*) after co-transfection with HuR expression vector and bio-miR-195. Values are the means ± SEM (*n* = 3 biological replicates). *^, +^ *P* < 0.05 compared with cells transfected with scramble oligomer or cells transfected with bio-miR-195 with control vector, respectively. **(H)** Immunoblots of HuR and PHB1 proteins in Caco-2 cells 48 h after transfection with HuR expression vector alone or co-transfection with HuR vector and pre-miR-195. Experiments were repeated three times and showed similar results. Source data are available for this figure.

Second, we focused on the role of microRNA miR-195 (miR-195) because miR-195 represses PHB1 production (Cirilo et al, 2017) and because HuR and miR-195 jointly regulate expression of shared target transcripts antagonistically (Zhuang et al, 2013; Kwon et al, 2021). As shown by pulldown analysis after transfecting Caco-2 cells with a biotinylated miR-195 (Kwon et al, 2021), miR-195 directly interacted with the *Phb1* mRNA in Caco-2 cells but not with *Phb2* mRNA (Fig 6C and D); transfections with a control biotinylated scramble RNA did not show enrichment in *Phb1* mRNA. Ectopically expressing miR-195 by transfecting the miR-195 precursor (pre-miR-195) (Fig 6E) markedly decreased the levels of cellular *Phb1* mRNA (Fig 6F, *top*) and protein (Fig 6F, *bottom*; Fig S5A), but it only slightly reduced PHB2 and failed to alter the abundance of HSP60, COX-IV, and Cyto-C proteins. Interestingly, increasing the levels of cellular HuR by transfection with the HuR expression vector reduced the ability of biotinylated miR-195 to bind to the *Phb1* mRNA, relative to what was seen in the vector control group (Fig 6G).

**Figure S5.**
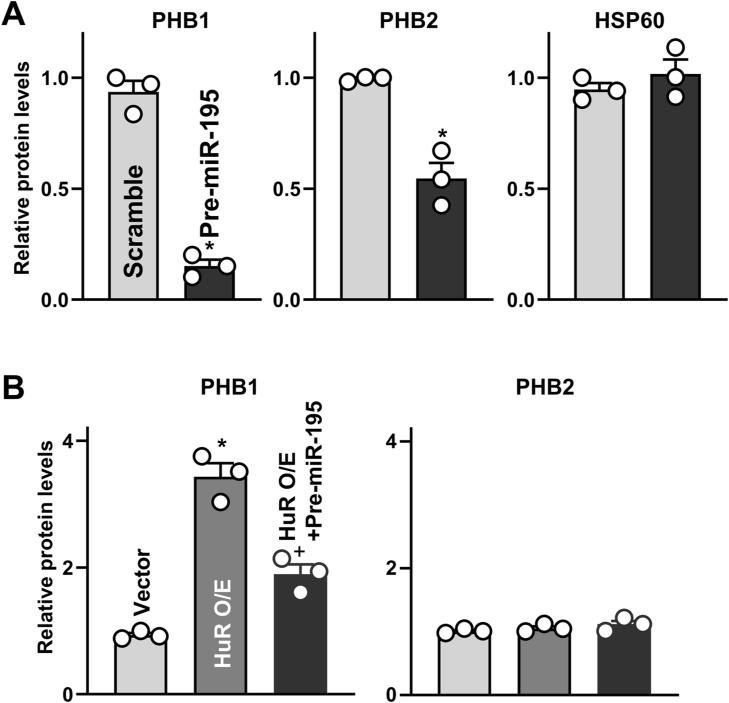
**HuR regulates PHB1 expression via interaction with miR-195.** Semiquantitative analysis of immunoblots of various proteins in Caco-2 cells treated as described in Fig 6F. *P < 0.05 compared with Scramble. **(B)** Semiquantitative analysis of immunoblots of various proteins in Caco-2 cells treated as described in Fig 6H. *^, +^ *P* < 0.05 compared with vectors and cells transfected with HuR expression vector alone, respectively.

Furthermore, HuR-induced stimulation of PHB1 expression was prevented by increasing miR-195 through transfection with pre-miR-195 (Figs 6H and S5B). The levels of PHB1 protein in cells co-transfected with HuR and pre-miR-195 were similar to those observed in cells transfected with control vector. In addition, there were no significant differences in the levels of PHB2 between these three groups. These results indicate that HuR promotes PHB1 expression primarily by inhibiting the association of *Phb1* mRNA with miR-195.

## Discussion

Integrity and effectiveness of the PC/ISC niche are essential for constant renewal of the intestinal epithelium (Sato et al, 2011; Yilmaz et al, 2012; Butto et al, 2020), but the exact mechanism underlying the activation of PC/ISC niche in response to stress remains largely unknown. In the present study, we provide genetic evidence that HuR plays an important role in the PC/ISC niche function at least in part by controlling mitochondrial activity. Targeted deletion of HuR in mice caused deregulation of cell type-specific gene expression in PCs, resulted in defective PCs, and impaired ISC proliferation, in turn inhibiting the growth of the small intestine mucosa. Experiments aimed at characterizing HuR targets in this process revealed that HuR deletion decreased mitochondrial metabolism by reducing the levels of expression of several mitochondrial-associated proteins including PHB1, and that HuR enhanced PHB1 expression by preventing miR-195 binding to the *Phb1* mRNA. These findings link HuR-regulated functions in the PC/ISC niche with intestinal epithelium renewal and highlight the connections between a dysfunctional PC/ISC niche, HuR deficiency, and intestinal epithelium pathology in patients with critical disorders.

The small intestinal epithelium is the fastest self-renewing tissue in mammals and this continuous growth is carried out by active ISCs, which reside at the base of the crypts and are intermingled with postmitotic and differentiated PCs (Sato et al, 2011; Sailaja et al, 2016). PCs constitute the ISC niche, secrete stem cell growth signals, and are thus essential for maintaining ISC function (Sato et al, 2011; Tian et al, 2015; Lueschow & McElroy, 2020). This dependence of ISCs on PC-mediated paracrine signaling can be easily recapitulated in an ex vivo system. For example, single ISCs can be expanded ex vivo into epithelial organoids or “mini-gut,” but the outgrowth efficiency of single ISCs is quite low; when ISCs are plated together with PCs, however, their outgrowth efficiency increased by 10fold (Sato et al, 2011; Dayton & Clevers, 2017). In addition, PCs also metabolically support ISCs by providing them with a metabolic fuel source (Yu et al, 2020a). In the present study, we observed that HuR regulates ISC proliferation in the intestinal epithelium at least partially by altering PC function. Conditional deletion of HuR in mice altered the transcriptomic profiles of PCs and decreased the levels of PC-derived growth factors WNT3 and NOTCH2 in the crypt bases. Because ISCs are located at a niche growth factor-rich environment that relies on constant secretion of PCs, decreased levels of WNT3 and NOTCH2 in the HuR-deficient epithelium definitely contribute to ISC dysfunction and subsequent mucosal growth inhibition observed in IE-HuR^−/−^ mice. In support of these results, HuR deletion in mice also decreases the expression of WNT co-receptor LRP6 at the posttranscription level in the intestinal epithelium (Liu et al, 2014).

The results presented here also show that HuR regulates PC function by controlling mitochondrial metabolism. Targeted HuR deletion resulted in mitochondrial dysfunction, as evidenced by decreased levels of mitochondrial-associated proteins in the intestinal epithelium and by an inhibition of mitochondrial respiratory capacity ex vivo and in vitro. PCs are highly susceptible to mitochondrial dysfunction driven by HuR deletion because cell type-specific gene expression analysis revealed the existence of transcriptionally distinct PCs in IE-HuR^−/−^ mice and because HuR deletion caused ultrastructural abnormalities in the mitochondria of PC-like cells located at the bases of crypts. It has been reported that targeted deletion of the *Phb1* or *Hsp60* gene in IECs causes defects in PCs primarily by disrupting mitochondrial function, which compromises the epithelium–host defense and is the central to the pathogenesis of ileitis (Jackson et al, 2020; Khaloian et al, 2020). Interestingly, HuR deletion almost completely inhibited the expression of PHB1 and HSP60 in the intestinal epithelium, whereas ectopically expressed PHB1 restored mitochondrial function in HuR-deficient cells. Like other secretory cells such as goblet and tuft cells in the intestinal epithelium, PCs are mitochondrial-rich to sustain energy-expending secretion and other function; therefore, maintaining the mitochondrial health and effectiveness in PCs are especially crucial for their activity (Rath et al, 2018). In addition, mitochondrial impairment is deleterious in terminally differentiated long-lived cells such as PCs, because damaged mitochondria are not diluted or repaired by cell replication (Clevers & Bevins, 2013).

Another important finding of this study is that HuR regulates PHB1 expression by interacting with miR-195. Although HuR deletion decreased the levels of PHB1 in mouse intestinal mucosa and ectopic overexpression of HuR increased PHB1 levels in cultured cells, HuR failed to directly bind to the *Phb1* mRNA. In contrast, miR-195 was found to associate extensively with the *Phb1* transcript and inhibited PHB1 expression. Our study further shows that increasing the levels of cellular HuR blocked miR-195 association with the *Phb1* mRNA and that miR-195 overexpression abolished HuR-induced stimulation of PHB1 expression. As reported previously (Xiao & Wang, 2014; Wang et al, 2017; Ma et al, 2023), HuR can perform its regulatory function by antagonizing miRNAs and small ncRNAs besides its RNA binding affinity. For example, HuR antagonizes miR-548c-3p to regulate the expression of TOP2A (Srikantan et al, 2011), prevents miR-122-mediated repression of CAT-1 expression (Bhattacharyya et al, 2006), blocks miR-494 to regulate the expression of nucleolin (Tominaga et al, 2011), and co-operates with let-7 in repressing c-Myc expression (Kim et al, 2009). Although the exact process by which HuR competes with miR-195 for association with the *Phb1* mRNA remains unknown at present, HuR formed a complex with miR-195, thus abolishing miR-195 binding affinity for *Phb1* mRNA and preventing miR-195-induced inhibition of PHB1 expression. In this regard, HuR regulates stability of the *Stim1*, *Dclk1*, and *Cldn2* mRNAs by competing with miR-195 to bind to these transcripts, thus contributing to HuR-enhanced homeostasis of the intestinal epithelium (Zhuang et al, 2013; Kwon et al, 2021). Another possibility is that HuR may affect the processing of pre-miR-195, but our previous studies revealed that ectopically expressed HuR did not alter the levels of mature miR-195 (Kwon et al, 2021).

Our results are of particular importance from a clinical point of view, because human intestinal mucosa from patients with CD/SC exhibited both decreased levels of HuR and PC/ISC niche dysfunction. Although defective PCs and mitochondrial impairment are commonly observed in patients with IBD (Xiao et al, 2019; Ozsoy et al, 2022), the present study demonstrates for the first time that there were significant defects in PC/ISC niche in the intestinal mucosa of patients with critical surgical disorders after HuR inhibition. Notably, abnormalities in PC/ISC niche function in the intestinal epithelium of IE-HuR^−/−^ mouse are similar to those observed in the mucosa of patients with CD/SC. Our study also establishes a cause–effect relationship between HuR and control of PC/ISC niche function via mitochondria in in vivo, ex vivo, and cell culture models. Although most mechanistic studies were conducted in cultured Caco-2 cells and these in vitro observations should be verified in ex vivo and in vivo systems, our findings strongly support a model whereby HuR functionally interacts with miR-195 to regulate PC/ISC niche function by altering PHB1 expression and mitochondrial metabolism. These findings provide better understanding of the mechanisms underlying the maintenance of intestinal homeostasis in stressful environments and point to potential therapeutic targets to enhance regeneration and adaptation of the intestinal mucosa in surgical patients with critical disorders.

## Materials and Methods

### Studies in murine and human tissues

Age- and gender-matched 6- to 8-wk-old mice of C57BL/6 background were used. Intestinal epithelial tissue-specific HuR deletion (IE-HuR^−/−^) mice were generated by crossing the HuR^flox/flox^ (HuR^fl/fl^) and villin-Cre mice purchased from the Jackson Laboratory, as described in our previous studies (Liu et al, 2014; Xiao et al, 2019). HuR^fl/fl^-Cre^−^ mice served as control littermates. Both IE-HuR^−/−^ mice and control littermates were housed and handled in a pathogen-free breeding barrier and were cared for by trained technicians and veterinarians. Animals were deprived of food but were allowed free access to tap water for 24 h before experiments. Two portions of the middle small intestine were taken, one for histological examination and the other for extraction of protein and RNA. The tissues were fixed in formalin and paraffin for immunohistochemical staining, whereas the mucosa was scraped with a glass slide for various measurements, as described previously (Yu et al, 2011; Xiao et al, 2018). All animal experiments were performed in accordance with NIH guidelines and were approved by the Institutional Animal Care and Use Committee of University of Maryland School of Medicine and Baltimore VA Hospital.

Human tissue samples were obtained from surplus discarded tissue from the University of Maryland Health Science Center and Penn State Hershey Carlino Family Inflammatory Bowel and Colorectal Disease Biobank. All patients gave informed consent to have surgically resected tissue collected for this study. The diseased intestinal tissues, as determined by a pathologist and surgeon, were stored in liquid nitrogen until they were assayed. Dissected and opened intestines were mounted onto a solid surface and fixed in formalin and paraffin. The study was approved by the Institutional Review Boards of University Maryland and the Pennsylvania State College of Medicine.

### Cell and intestinal organoid culture

Human colorectal carcinoma Caco-2 cells were purchased from the American Type Culture Collection and were maintained under standard culture conditions (Liu et al, 2017; Xiao et al, 2018). The culture medium and fetal bovine serum were purchased from Invitrogen and biochemical reagents were from Sigma-Aldrich. Isolation and culture of primary enterocytes were conducted following the method described previously (Yu et al, 2020b; Yu et al, 2022). Briefly, primary crypts were released from the small intestinal mucosa of mice; isolated crypts were mixed with Matrigel (Corning) and cultured in mouse IntestiCult organoid growth medium (Stemcell technology). The levels of DNA synthesis were measured by assaying BrdU incorporation, and the growth of organoids was examined by measuring organoid cross-sections using NIS-Elements AR4.30.02 program.

### Plasmid construction and RNA interference

An expression vector containing the human HuR cDNA under the control of pCMV promoter was purchased from Origene and used to increase cellular HuR levels as described previously (Liu et al, 2009). Transient transfections were performed using the Lipofectamine reagent following the manufacturer’s recommendations (Invitrogen). 48 h after transfection using LipofectAMINE, cells were harvested for analysis. Expression of HuR was silenced by transfection with siHuR as described (Liu et al, 2017). The siHuR and C-siRNA were purchased from Santa Cruz Biotechnologies. For each 60-mm cell culture dish, 15 μl of the 20 μM stock duplex siHuR or C-siRNA was used. 48 h after transfection using LipofectAMINE (116668019; Invitrogen), the cells were harvested for analysis.

### Q-PCR and immunoblotting analyses

Total RNA was isolated by using the RNeasy mini kit (QIAGEN) and used in RT and quantitative (Q)-PCR amplification reactions as described (Zhuang et al, 2013; Yu et al, 2022). Q-PCR analysis was performed using Step-one-plus Systems with specific primers, probes, and software (Applied Biosystems). All primers used for Q-PCR analysis were purchased from Thermo Fisher Scientific. The levels of *Gapdh* mRNA were assessed to monitor the evenness in RNA input in Q-PCR analysis.

To examine protein levels, whole-cell lysates were prepared using 2% SDS, sonicated, and centrifuged (Xiao et al, 2016). The supernatants were boiled and size-fractionated by SDS–PAGE. After transferring proteins onto nitrocellulose filters, the blots were incubated with primary antibody, after incubations with secondary antibody. Antibodies recognizing HuR, PHB1, PHB2, HSP60, SGK, VDAC, Cyto-C, PDHG, and GAPDH were obtained from Santa Cruz Biotechnology and BD Biosciences and Invitrogen. Secondary antibodies conjugated to horseradish peroxidase were purchased from Sigma-Aldrich. All antibodies used in this study were validated for species specificity. Antibody dilutions used for Western blots to detect HuR, PHB1, PHB2, HSP60, SGK, VDAC, Cytochrome C, Lgr5, PDHG, and GAPDH were 1:800 or 1,000 (first Ab) and 1:2,000 (second Ab), respectively, whereas antibody dilutions for immunostaining were 1:200 (first Ab) and 1:2,000 (second Ab). Relative protein levels were analyzed by using Bio-Rad Chemidoc and XRS system equipped with Image Lab Software (version 4.1). We also used “Quantity tool” to determine the band intensity volume; the values were normalized with internal loading control GAPDH.

### Immunofluorescence staining and TEM

The procedures of immunofluorescence staining were carried out according to the method described (Xiao et al, 2019; Yu et al, 2020b). Slides were fixed in 3.7% formaldehyde in PBS and rehydrated. All slides were incubated with a primary antibody against different proteins in the blocking buffer at concentration of 1:200 or 1:300 dilution at 4°C overnight and then incubated with a secondary antibody conjugated with Alexa Fluor-594 (Invitrogen) or Alexa Fluor-488 (Invitrogen) for 2 h at RT. After rinsing three times, the slides were incubated with 1 μM DAPI (Invitrogen) for 10 min to stain cell nuclei. Finally, the slides were mounted and viewed through a Zeiss confocal microscope (LSM710; model). Slides were examined in a blinded fashion by coding, and decoded only after examination was completed. Images were processed using Photoshop software (Adobe).

For TEM, the small intestines from the animals were rapidly removed, cut into small pieces, and placed into 2% paraformaldehyde and 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer for 1 h. Samples were incubated in 1% osmium tetroxide for 1 h and then dehydrated through an ethanol series. They were embedded in EPON resin and ultrathin sections of 80–100 nm were collected on grids. The samples were imaged in a FEI Tecnai T12 TEM (Thermo Fisher Scientific) at 80 kV with an XR60B AMT CCD camera (2 × 2 k).

### Isolation of IECs and scRNA-seq analysis

The small intestinal mucosal tissues harvested from littermate and IE-HuR^−/−^ mice were weighed before being washed in cold D-PBS and diced with scalpel, as described previously (Xiao et al, 2016). Briefly, cleaned mucosal tissues were incubated in chelation medium (20 mM; EDTA-DPBS) at 37°C for 90 min with agitation. Villus-rich supernatant was collected and later combined with a pellet that was further dissociated with TrypLE for 10 min at 37°C (crypt-rich cells). The epithelial single-cell suspension was then washed and passed through 40-μm filters. Before proceeding to scRNA-seq, the purity of epithelial populations was confirmed by flow cytometry analysis. Once satisfactory viability and EPCAM purity were demonstrated, these high-quality IECs were directly loaded for droplet-based scRNA-seq according to the manufacturer’s protocol for the Chromium Single Cell Platfor (3′V2; 10X Genomics) to obtain 10,000 cells per reaction. Library preparation was carried out according to the manufacturer’s protocol. 10× Genomics scRNA-seq gene expression raw sequencing data were processed using the CellRanger software v.3.0.2 and the 10X human transcriptome GRCh38-3.0.0 as the reference. The 10X Genomics V (D) Ig heavy and light chains were processed using Cellranger vdj v.3.1.0 and the reference Cellranger-vdj-GRCh38-alts-ensembl-3.1.0 with default settings. The dimensionality reduction, Leiden clustering, differential abundance analysis, cell-type composition analysis, gene enrichment analysis, mitochondrion Gene Ontology Term (GO: 0005739) were performed as reported previously (Islam et al, 2020; Elmentaite et al, 2021).

### Seahorse metabolic analyzer assays

Seahorse Bioscience XFe24 Analyzer was used to measure mitochondrial respiratory capacity in intestinal organoids and cultured IECs (Thompson et al, 2019; Kleele et al, 2021). 2-D intestinal organoids and Caco-2 cells were grown on a 96-well XFe96 plate at a cell density of 20,000 cells/well. Cartridge plates for metabolic stress injections were hydrated for at least 12 h at 37°C before the assay with Calibrant Solution. 1 h before running the Seahorse assay, the cell culture medium was removed and replaced with Seahorse Assay Medium. The following compounds (final concentrations) were sequentially injected into each well: oligomycin (1.5 μM), FCCP (0.25 μM), and rotenone/antimycin (0.5 μM). Oxygen consumption rate was measured under basal conditions and after each injection using an XFe96 extracellular flux analyzer (Seahorse Bioscience). Key parameters of mitochondrial function, including basal respiration, ATP-linked respiration, proton leak, maximal respiration and spare capacity, were calculated and analyzed on Wave (Agilent). Mitochondrial activity and intracellular superoxide production were examined by using MitoTracker Red and MitoSox kits (Invitrogen) and performed, according to the manufacturer’s instruction.

### RNP-IP and biotin-labeled miR-195 pull-down assays

Immunoprecipitation (IP) of RNP complexes was carried out to assess the association of endogenous HuR with endogenous mRNAs encoding PHB1, PHB2, HSP60, and claudin-1 as described (Liu et al, 2009). Twenty million cells were collected per sample, and lysates were used for IP for 4 h at RT in the presence of excess (30 μg) IP antibody (IgG, or anti-HuR). RNA in IP materials was used in RT reactions followed by Q-PCR analysis. The amplification of *Gapdh* mRNA, found in all samples as low-level contaminating housekeeping transcripts (not HuR target), served to monitor the evenness of sample input, as reported previously (Zhuang et al, 2013).

Biotinylated RNA pull-down assays were conducted as described previously (Kwon et al, 2021). After biotin-labeled miR-195 was incubated with cytoplasmic proteins in RT for 1 h, the mixture was mixed with Streptavidin–Dynabeads (Invitrogen) and incubated at 4°C on a rotator overnight. The beads were washed thoroughly, and the beads-bound RNA was isolated and subjected to RT followed by Q-PCR analysis.

### Statistical analysis

All values were expressed as the means ± SEM. Unpaired, two-tailed *t* test was used when indicated with *P* < 0.05 considered significant. When assessing multiple groups, one-way ANOVA was used with Tukey’s post hoc test (Harter, 1960). The statistical software used was GraphPad InStat Prism 9.0. For nonparametric analysis rank comparison, the Kruskal–Wallis test was conducted.

## Data Availability

Primary datasets of single-cell transcriptional profiles of PCs and ISCs in IE-HuR^−/−^ and littermate mice have been generated and deposited on NCBI with GEO Accession number GSE242410.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

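Single cells of the small intestinal mucosa of 3 control littermates and 3 IE-HuR-/- mice had been sequenced by the authors as 6 droplet libraries. The authors deposited, for each library, raw UMI counts per gene and barcode from CellRanger, without normalization and restricted to barcodes with at least 500 UMIs. The count tables carry a later CellRanger version than the methods name, the genome build of the mouse reference is not stated, and gene symbols were used as the tables give them for 32285 features. The data held 60706 barcodes and 428980031 UMIs. Chi-square per degree of freedom over genes was between 11.6 and 36.3 for pairs of libraries of 1 label, so that no 2 libraries were copies of each other.

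Barcodes with at least 200 genes were kept. Doublets were scored per library with the Scrublet implementation of scanpy 1.11.5, which called 3 cells of 60431, and removed. Because that number was too low, a version without the 5116 cells of highest score (8.47%) was added after the data had been seen. Counts were scaled per cell and log-transformed, 2000 variable genes and 50 principal components were computed, and cells were clustered by the Leiden method (leidenalg 0.10.2, resolution 1, 15 neighbours) in Python 3.11.15. Clusters were named by marker lists set before the data were examined, which hold genes also expressed by other intestinal cells. A name needed at least 3 markers of the class with a log2 fold of at least 1 over the other clusters (pseudocount 20 CPM) and at least 10 marker UMIs. Clusters led by ribosomal RNA, mitochondrially encoded or heat shock RNAs were left unnamed, and clusters with markers of several classes were clustered again once. These naming rules, unlike the lists, were revised 3 times after the numbers of cells per class and library had been seen. No cluster was named endothelial, and the transit-amplifying list named none at this resolution, so that ISC/progenitor-like cells were the ISC-like cluster alone.

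Shares of epithelial cells were compared with two-sided exact permutation tests, for which 3 libraries against 3 give no p below 0.1. RNA abundance was compared on UMI counts summed per library and class with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr with a minimum count of 10 and a minimum total count of 15, robust quasi-likelihood fit), with Benjamini-Hochberg adjusted p under 0.05 called. Standard errors printed for edgeR are the absolute log2 fold change divided by the normal quantile of its unadjusted p, not an error from the model. DESeq2 1.42.0 served as the alternative. Gene sets fixed by symbol before the data were examined were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation in limma 3.58.1. The 10 sets were 8 mitochondrial or oxidoreductase sets and, for comparison, interferon response and MHC class II genes. Named genes were chosen by a rule set before the data were examined, as Elavl1, the genes the paper names, the genes labelled in Fig 2B, Fig 2C and Fig 4A (as a tally, with the called ones named), and in each class the 5 largest rises and 5 largest falls among called RNAs with the libraries of both labels fully separated and a TMM-scaled mean of at least 50 CPM under 1 label.

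Each alternative changed 1 choice, namely a filter of at least 500 genes and at most 25% mitochondrial UMIs, doublets kept, Leiden resolution 0.5 or 2, clustering without the Paneth and ISC markers, values centred within each library, classes by a gate on markers, no TMM scaling, no filter on low counts, counts thinned to the lowest total of the 6 libraries, genes at least as high in the class as over all cells, the replicate number as a block, or 1 library left out. On simulated counts with 200 RNAs changed by 2 on the log2 scale, the test recovered 166 of 166 changed RNAs that passed the filter in goblet-like, 148 of 154 in secretory progenitor-like and 176 of 177 in enterocyte-like sums, and the false calls were 0% in PC-like, 3.97% in ISC/progenitor-like and 6.21% in goblet-like sums. Barcodes with few UMIs limit the classes, and of the simulated classes PC-like sums gave the fewest recovered RNAs. Immunostaining, immunoblots and organoid assays of the paper are not part of the count tables and were left out.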

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

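The comparison of proximal with distal intestinal genes was set before its values were seen, although the choice of edgeR values over unscaled CPM came later, and the other tests in this part were chosen after the results were seen. The test on immune RNAs was first run on other genes and was rewritten on fixed marker lists after its value was seen.

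The paper reports the number and the mitochondria of enterocytes but no RNAs changed in them, and 7524 RNAs were called in enterocyte-like cells. Of the 10 splits of the 6 libraries, 1 gave as many called RNAs, the real one, and 10 splits cannot give a share below 0.1. A difference in depth is argued against, since 7295 RNAs were called after counts had been thinned to the lowest total. A difference in the position along the small intestine from which cells were taken fits the region genes, of which 10 of 12 moved as 2 opposite blocks. These genes were compared over all epithelial cells and not in enterocyte-like cells alone. Of 6 proximal genes 5 were lower in the libraries labelled IE-HuR-/-, with a median log2 fold change of −0.43. Of 6 distal genes 5 were higher, with a median of 0.68, and on unscaled CPM the medians were −0.57 and 0.53. The exceptions were Cubn, a distal gene that was lower (−0.76, edgeR adjusted p = 3.64e-10), and Ghrl, a proximal hormone gene that was not lower (0.16). Gata4, counted as lower, was at −0.01, and the hormone genes Gip, Ghrl, Nts and Pyy overlapped between the labels. A change of regional identity in the animals would give the same values, so that a different position of sampling may be a cause but is not shown to be. It was also asked whether the 3 libraries of a label may hold cells of 1 shared suspension, in which case their spread would leave out the difference between animals. Numbers of cells per class, unnamed cells included, differed between the control libraries by a chi-square per degree of freedom of 18.6 and between those labelled IE-HuR-/- by 1.64. Over the 12 named classes alone these values were 0.707 and 1.20, no more than counting error, and over all clusters they were 12.3 and 1.95. Receptor V genes of lymphocytes, compared in 4 forms with 2 correlations each, did not separate pairs within a label from pairs between labels in any form. These values go both ways, and the shared suspension cannot be told apart from a small spread between animals. If it applies, adjusted p values here are too small. An effect of the genotype stays open and was not tested apart from these.

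MHC class II RNAs, outside those the paper discusses, rose in enterocyte-like cells with a median log2 fold change of 2.68, and 2.52 without TMM scaling, for all 7 genes. Free RNA from immune cells is argued against. If Cd74 in enterocyte-like cells (337 CPM in the control libraries and 1971 CPM in those labelled IE-HuR-/-) came from myeloid cells, 7 other myeloid RNAs would have to be at matching levels, and their median was 0.129% of the level needed. For B or plasma cells as the source it was 0.0556%, over 8 RNAs. A response to interferon that also raises the 22 interferon response RNAs is argued against, since their median was −1.05 in the same cells. A response of enterocytes to the genotype, to interferon acting on other RNAs or to the housing or microbes of the animals stays open and was not tested.

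Interferon response RNAs fell in enterocyte-like cells, with a median log2 fold change of −1.05, and −1.21 without TMM scaling, with 3 of 22 genes higher. The set was called as lower by camera at the preset correlation (adjusted p = 2.00e-05) and fry (1.06e-05) but not with an estimated correlation (0.149). They moved against the MHC class II RNAs, and no cause was tested.

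The libraries labelled IE-HuR-/- held more myeloid-like cells, with a log2 fold change of 1.34 (edgeR adjusted p = 1.21e-09), and more T or NK-like cells, with 0.59 (1.08e-04), and B or plasma-like cells, with 0.63 (0.00803), each higher in 3 of 3 libraries, and fewer erythroid-like cells, with −0.84 (5.35e-06), lower in 3 of 3. Fibroblast-like cells were lower too, with −0.66 (0.0307). As shares of all cells, the log2 ratios of these classes, in this order, were 1.33, 0.59, 0.63, −0.84 and −0.64. With at least 500 genes and at most 25% mitochondrial UMIs per cell they were 0.54, 0.41, 0.43, −1.29 and −1.38, so that the rise of myeloid-like cells was smaller. With values centred within each library that of B or plasma-like cells was 2.32, in a class of 901 in place of 388 cells. Over all clusterings tried, the libraries of the 2 labels did not overlap in any of the 5 classes. For 1 class, chance gives this in 10% of splits of 3 against 3. Leaving out 1 library cannot undo such a separation, so that it adds nothing here. The paper does not report these cells. A lower share of epithelial cells alone would raise all other classes together, and the fall of erythroid-like cells by 0.84 argues against it. The amount of lamina propria or blood in each preparation and a change in the mucosa stay open and were not tested.

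Mitochondrially encoded RNAs moved in opposite directions in 2 classes. Their mean log2 CPM was lower by −0.51 in ISC/progenitor-like cells of all 3 libraries labelled IE-HuR-/- and higher by 0.15 in enterocyte-like cells of all 3, and the difference between the classes was not tested. In enterocyte-like cells the size of the rise depends on scaling, since the median log2 fold change was 0.18 with TMM and 0.01 without it, while in ISC/progenitor-like cells it was −0.52 and −0.59. In both classes the set was called by camera at the preset correlation with TMM (adjusted p = 4.33e-05 in ISC/progenitor-like and 0.0386 in enterocyte-like cells), under fry only in enterocyte-like cells, and with an estimated correlation in neither. No cause was tested.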

How the results depend on the processing

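The removal of the highest Scrublet scores was chosen after the data were seen, and all other alternatives here were set before the data were examined. The cause of a change was not tested unless a sentence names it.

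The log2 ratio of the PC-like share (0.77) reversed with at least 500 genes and at most 25% mitochondrial UMIs per cell, to −1.31, from 18 cells. It kept its direction under the other alternatives, between 0.08 with values centred within each library and 1.23 with the gate on Paneth markers. That gate was not limited to epithelial cells. edgeR's test on cell numbers, unlike the exact test, can pass a threshold with 3 libraries against 3, and gave 0.75 (adjusted p = 0.0307) for PC-like and 1.59 (6.77e-13) for ISC/progenitor-like cells. The ISC/progenitor-like share (1.63) reversed with the gate on ISC markers, to −0.15, and otherwise stayed between 1.08 without the markers in the clustering and 2.18 at Leiden resolution 0.5. These 2 values rest mostly on transit-amplifying-like clusters. ISC-like clusters alone gave 0.40 at Leiden resolution 0.5 (76 of 490 cells), 0.16 without the markers (50 of 550) and 0.47 with centred values (69 of 176), with overlapping libraries in each, and with at least 500 genes per cell (1.17) no cluster was ISC-like. Leaving out 1 library gave from 0.47 to 0.99 for the PC-like share, from 1.55 to 1.77 for the ISC/progenitor-like share and from 0.16 to 0.23 for Elavl1, whose rise was called in each of these fits and also with DESeq2 (0.20), in enterocyte-like cells alone (0.20) and with the replicate block (0.18).

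The number of RNAs called in PC-like cells was 0 with at least 500 genes per cell (13 at an unadjusted p under 0.05), with doublets kept (26), at Leiden resolution 0.5 (26) and 2 (26), with values centred within each library (19), without TMM (69) and for genes at least as high in the class as over all cells (19). It was 11 with DESeq2, 11 without a filter on low counts, 6 with the replicate block, 1 after thinning and 34 with the gate. Leaving out 1 library gave from 0 to 7, with 0 without IE-HuR-/- replicate 1 and 7 without IE-HuR-/- replicate 3. The depth of this class limits it, since only 13 of 200 simulated changes passed the filter.

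In ISC/progenitor-like cells the number was 356 with at least 500 genes per cell (transit-amplifying-like cells alone), 333 without a filter on low counts, 387 with the highest Scrublet scores removed, 87 with doublets kept, 38 at Leiden resolution 0.5, 20 with values centred within each library, 14 without the markers in the clustering and 7 with the gate, and from 30 (without IE-HuR-/- replicate 2) to 432 (without control replicate 2) with 1 library left out. In secretory progenitor-like cells it was 36 with at least 500 genes per cell, 35 with centred values, 107 with DESeq2, 298 without a filter on low counts, 146 with the replicate block and 29 for genes at least as high as over all cells, and from 15 (without control replicate 1 or 2 or IE-HuR-/- replicate 1) to 131 (without IE-HuR-/- replicate 3) with 1 library left out. The last filter gave 823 of 2704 RNAs in goblet-like and 3540 of 5040 in enterocyte-like cells because fewer RNAs were tested, and other alternatives stayed within 1.5 times. Leaving out 1 library gave from 2174 to 2713 in goblet-like and from 6889 to 7234 in enterocyte-like cells.

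The number of mitochondrial sets called in PC-like cells (1) was 0 with fry, 0 with an estimated correlation and 0 with the gate on Paneth markers (each with 0 at an unadjusted p under 0.05) and 6 without a filter on low counts, and from 1 to 2 with 1 library left out (2 without control replicate 3).

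For 67 named RNAs the alternatives gave 1265 values, of which 1114 were on the same side of the threshold in the same direction, 112 were no longer called, 16 were newly called and 23 reversed. In ISC/progenitor-like cells Hspd1 (−0.07) reversed to 0.17 at Leiden resolution 0.5, 0.23 without the markers in the clustering, 0.22 with centred values, 0.0083 for genes at least as high as over all cells and 0.10 with the gate, and with 1 library left out it was between −0.20 and 0.12, the latter without control replicate 1. With the gate Olfm4 (−0.54) reversed to 0.0453 and Smoc2 (−0.52) to 0.27. In PC-like cells Lyz1 (0.67) reversed to −0.22 with the highest Scrublet scores removed, −0.43 without TMM, −0.10 without a filter on low counts, and with 1 library left out it was between −1.10 and 1.65, the former without IE-HuR-/- replicate 3. In enterocyte-like cells Phb (0.10) reversed to −0.11 and Hspd1 (0.08) to −0.0875 with at least 500 genes per cell, and without TMM Phb reversed to −0.0663, Hspd1 to −0.0796, Hspa8 (0.16) to −0.0053 and Vdac1 (0.01) to −0.16. Vdac1 also reversed to −0.0082 without a filter on low counts, −0.0015 after thinning and −0.0619 for genes at least as high as over all cells, and with 1 library left out it was between −0.0054 and 0.0278.

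The replicate number was tried as a block, but it does not pair the libraries. Across RNAs, the correlation of residuals between the control and IE-HuR-/- libraries of the same number was 0.09, −0.38 and −0.09 in enterocyte-like cells and 0.29, −0.01 and 0.28 in PC-like cells.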

Differences from the paper's values

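No tests were chosen after the results were seen in this part, apart from the removal of the highest Scrublet scores.

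The paper reports 2116 RNAs differentially abundant in PCs, and 2 were found here in PC-like cells. For less abundant RNAs the paper's number is 1144 against 0 here, with 46 RNAs at an unadjusted p under 0.05, 13 of them lower, and 554 RNAs of either direction at that limit without a filter on low counts, and for more abundant RNAs it is 972 against 2. None of the alternatives set before the data were examined closed any of these gaps, and the highest of them were, for all and for more abundant RNAs, the gate on Paneth markers with 34 and 33, and for less abundant RNAs the fit without a filter on low counts with 6.

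In ISCs the paper reports 400 RNAs against 147 here in ISC/progenitor-like cells. The paper's legend gives a P cutoff of 0.05 and names no adjustment, and at an unadjusted p under 0.05 the number here was 1229, of which 626 were lower. The gap closed with at least 500 genes and at most 25% mitochondrial UMIs per cell (356, in a class without an ISC-like cluster), without a filter on low counts (333) and without control replicate 2 (432), and with the highest Scrublet scores removed (387), which was chosen after the values were seen. It did not close under the other alternatives. For lower RNAs the paper's number is 289 against 60 here, and none of the alternatives closed it, the closest being 166 without control replicate 2.

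The paper states that PCs and ISCs decreased in number. Here the shares were higher in the libraries labelled IE-HuR-/-, with a log2 ratio of 0.77 for PC-like and 1.63 for ISC/progenitor-like cells. The share of PC-like cells was lower with at least 500 genes and at most 25% mitochondrial UMIs per cell (−1.31), and that of ISCs under the gate on markers (−0.15). The paper states that HuR was deleted in these mice, and Elavl1 RNA had a log2 fold change of 0.18. The paper names Reg3a, printed as Rg3a, as a marker of PCs, and it was found at 8.07 CPM in PC-like against 120.0 CPM in enterocyte-like cells.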

Other observations

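Apart from the counts of splits, whose form was fixed in advance but whose expected outcome was written down later, the tests in this part were chosen after the results were seen. Those on crypts, on ISC/progenitor-like and PC-like cells with few UMIs and on goblet-like RNAs were first run in other forms and rewritten after their values were seen.

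Of the 10 splits of the 6 libraries, 1 gave as many called RNAs as the real one in each of PC-like, ISC/progenitor-like, goblet-like and secretory progenitor-like cells, the real split itself. For the mitochondrial sets in PC-like cells, 7 of the 10 splits gave as many called sets. With 10 splits the share is never below 0.1.

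Elavl1 RNA was not lower in the libraries labelled IE-HuR-/-. Free RNA is argued against, because Elavl1 in enterocyte-like cells of these libraries was 5.33 times the level that free RNA allows, estimated from erythroid-like cells. Transcripts of a recombined allele that are still counted may explain a log2 fold change of 0.18, but the counts hold no exon positions, so this cannot be told apart from cells in which the gene was not deleted. Labels exchanged between the libraries are argued against as the reason for the missing fall, because some libraries would then be low, whereas in enterocyte-like cells the lowest of the 6 was at 0.904 of the highest, between 28.0 and 31.0 CPM. The rise itself came largely with the scaling, since unscaled values were 29.1 ± 1.38 and 29.8 ± 1.06 CPM (SD, n = 3) in enterocyte-like cells.

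More ISC/progenitor-like cells were found in the libraries labelled IE-HuR-/-. Barcodes with few UMIs as the only source are argued against, because with cluster labels kept the log2 ratio was 1.45 among cells with at least 500 genes and at most 25% mitochondrial UMIs and 1.05 among the 171 cells with at least 5000 UMIs, each library labelled IE-HuR-/- being above each control library. Among the 69 cells with at least 10000 UMIs it was 0.36, the libraries of the 2 labels overlapped, and the gate on ISC markers gave −0.15, so that for the cells with most UMIs the rise was not found. A larger part of the crypts in the suspension would raise PC-like cells too. The log2 ratio of PC-like to ISC/progenitor-like cells was lower by −0.91 in these libraries, on 120 PC-like cells, and since PCs themselves may be lost, this does not decide it.

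In the PC-like cluster, 106 cells had under 5000 UMIs. Free RNA is argued against for most of them, as 87 held more UMIs of Paneth markers than free RNA gives in any barcode. Debris of lysed PCs could give such barcodes and was not tested.

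The RNAs with the largest changes in goblet-like cells are mostly those of enterocytes. The called RNAs that were higher in enterocyte-like cells had a median level in goblet-like cells of 4.20 times that in erythroid-like cells, and 1597 of 1689 were over 2 times, which argues against free RNA. Doublets of goblet cells and enterocytes may contribute, and Scrublet's 3 calls leave this open.

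Reg3a was 14.9 times higher in enterocyte-like than in PC-like cells. The level in PC-like cells, from 6 UMIs, was no higher than in T or NK-like (10.3 CPM) or erythroid-like cells (11.8 CPM). It may therefore be free RNA, in which case 14.9 is a lower bound. The higher level in enterocyte-like cells fits cells named PCs by Reg3a including enterocytes. The figure panels go both ways on this. In enterocyte-like cells 22 of 27 tested genes of Fig 4A moved as shown and all 22 were called, whereas of 27 tested genes of Fig 2B only 7 did, and of 37 of Fig 2C 24 did. Other genes shown for PCs could not be decided at the depth of PC-like cells.

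Proteins that the paper measured by immunoblot or immunostaining had these RNA values. Vil1, the gene of villin, was called as higher in ISC/progenitor-like cells, with a log2 fold change of 0.81 (edgeR adjusted p = 0.0184). It was also called as higher in goblet-like (0.39, 0.00380) and enterocyte-like cells (0.50, 9.58e-12), and not called in PC-like cells (1.37, 0.255). In PC-like cells Wnt3 had 27 UMIs (0, 5 and 17 in the control libraries and 0, 1 and 4 in the others). Notch2 had 6 UMIs (0, 4 and 2, and 0, 0 and 0). Hspd1 had 103 UMIs (6, 47 and 39, and 0, 10 and 1), at 166 ± 59.7 and 72.2 ± 114 unscaled CPM (SD, n = 3). Phb2 had 45 UMIs (2, 23 and 17, and 1, 2 and 0), at 71.6 ± 36.9 and 20.6 ± 20.4 unscaled CPM (SD, n = 3). Vdac1 had 59 UMIs (95.3 ± 35.4 and 91.0 ± 68.7 unscaled CPM) and Phb 14 UMIs (25.9 ± 20.4 and 34.6 ± 32.0 unscaled CPM). None of these RNAs passed the filter on low counts, so that they were not tested. Cycs and Hspa8 were tested and not called. In ISC/progenitor-like cells Phb had a log2 fold change of 0.35 (edgeR adjusted p = 0.518), Hspd1 of −0.07 (0.872) and Cycs of 0.71 (0.0176), and Vdac1, Phb2, Sgk1 and Hspa8 were not called. Cycs was not called without control replicate 1 or 3 or IE-HuR-/- replicate 2 or 3. In enterocyte-like cells Cycs (0.51, edgeR adjusted p = 7.05e-12), Phb2 (0.22, 2.99e-04), Hspa8 (0.16, 0.00124) and Notch2 (0.60, 0.0301) were called as higher and Sgk1 (−1.15, 7.35e-22) as lower, while Phb (0.10, 0.275), Hspd1 (0.08, 0.185) and Vdac1 (0.01, 0.914) were not called. Without TMM scaling, which shifted the median of all RNAs to −0.19, Phb (−0.07), Hspd1 (−0.08), Hspa8 (−0.0053) and Vdac1 (−0.16) changed direction, Vdac1 was called, and Phb2 (0.06), Hspa8 and Notch2 (0.44) were not. Notch2 was also not called without control replicate 1 or 2 or IE-HuR-/- replicate 1 or 2, with 0.38 in the last case.

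In ISC/progenitor-like cells 6 of the 8 mitochondrial sets were called by camera, 4 higher and 2 lower in the libraries labelled IE-HuR-/-, 5 without TMM, and 0 under fry (1 at an unadjusted p under 0.05). In goblet-like cells 3 were called, all lower, and 1 of them under fry. In enterocyte-like cells 3 were called, 2 higher and 1 lower, and 6 under fry, and without TMM only the fall of cytochromes P450 (−0.79 with and −0.96 without it) was called. With an estimated correlation 0 sets were called in these 3 classes, with 0, 1 and 0 at an unadjusted p under 0.05.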
